# Global Microarray Analysis of Carbohydrate Use in Alkaliphilic Hemicellulolytic Bacterium *Bacillus* sp. N16-5

**DOI:** 10.1371/journal.pone.0054090

**Published:** 2013-01-10

**Authors:** Yajian Song, Yanfen Xue, Yanhe Ma

## Abstract

The alkaliphilic hemicellulolytic bacterium *Bacillus* sp. N16-5 has a broad substrate spectrum and exhibits the capacity to utilize complex carbohydrates such as galactomannan, xylan, and pectin. In the monosaccharide mixture, sequential utilization by *Bacillus* sp. N16-5 was observed. Glucose appeared to be its preferential monosaccharide, followed by fructose, mannose, arabinose, xylose, and galactose. Global transcription profiles of the strain were determined separately for growth on six monosaccharides (glucose, fructose, mannose, galactose, arabinose, and xylose) and four polysaccharides (galactomannan, xylan, pectin, and sodium carboxymethylcellulose) using one-color microarrays. Numerous genes potentially related to polysaccharide degradation, sugar transport, and monosaccharide metabolism were found to respond to a specific substrate. Putative gene clusters for different carbohydrates were identified according to transcriptional patterns and genome annotation. Identification and analysis of these gene clusters contributed to pathway reconstruction for carbohydrate utilization in *Bacillus* sp. N16-5. Several genes encoding putative sugar transporters were highly expressed during growth on specific sugars, suggesting their functional roles. Two phosphoenolpyruvate-dependent phosphotransferase systems were identified as candidate transporters for mannose and fructose, and a major facilitator superfamily transporter was identified as a candidate transporter for arabinose and xylose. Five carbohydrate uptake transporter 1 family ATP-binding cassette transporters were predicted to participate in the uptake of hemicellulose and pectin degradation products. Collectively, microarray data improved the pathway reconstruction involved in carbohydrate utilization of *Bacillus* sp. N16-5 and revealed that the organism precisely regulates gene transcription in response to fluctuations in energy resources.

## Introduction

Due to the diminishing supply of fossil fuel sources, exploiting alternative renewable energy sources has become increasingly necessary. Plant biomass, as a renewable resource, has great potential in bio-energy production [1]–[3]. Cellulose, hemicellulose, and pectin are the three main polysaccharides composing the plant cell wall; their natural degradation is carried out mainly by microorganisms which are either free or exist as part of the digestive system in higher organisms [4], [5]. Because efficient conversion of biomass to fermentable sugars is a key step in bio-energy production, studies on carbohydrates utilization in microorganisms possessing this ability are important [6], [7].

Microorganisms employ different strategies for degrading polysaccharides and utilizing the degradation products. Aerobic fungi such as *Trichoderma* and *Aspergillus* spp. secrete a number of free enzymes, such as cellulases, hemicellulases, and ligninases, which work cooperatively to completely degrade polysaccharides into mono- and disaccharides extracellularly to allow their assimilation [8]–[10]. Some cellulolytic anaerobic fungi and gram-positive bacteria produce efficient multienzyme complexes, referred to as cellulosomes, which contain cellulolytic and hemicellulolytic enzymes and are able to bind crystalline cellulose [11]–[13]. Due to the powerful ability to degrade crystalline cellulose, organization of the cellulosome and expression of relative enzymes on different substrates have been thoroughly examined, particularly in some *Clostridium* spp. [14]–[16]. It has been found that bacteria not containing cellulosome, such as *Bacillus* spp., secrete extracellular enzymes to degrade polysaccharides and transport partial degradation products into the cell for subsequent processing into fermentable sugars [17], [18]. Although numerous extracellular and intracellular hydrolytic enzymes have been identified for this type of microorganism, how these organisms control transcription of enzymes and transport of their degradation products is not well understood [17],[19].

Sugar transport is a crucial step in carbohydrate utilization of bacteria. Typically, for different sugar substrates, bacterial transport systems can be classified into three types: phosphoenolpyruvate-dependent phosphotransferase systems (PTSs), major facilitator superfamily (MFS) transporters, and ATP-binding cassette (ABC) transporters. PTS transporters catalyze phosphorylation of sugar substrates during their translocation across the cell membrane. Each PTS transporter consists of a sugar-specific multidomain enzyme II (EII) and two general energy coupling proteins, enzyme I (EI) and histidine-containing protein (HPr) [20]. MFS transporters are secondary carriers which transport small solutes in response to chemiosmotic ion gradients and are ubiquitous in bacteria, archaea, and eukarya [21]. ABC transporters utilize energy from ATP hydrolysis to carry specific substrates across membranes. ABC transporters that mediate the uptake of sugars and other carbohydrates are classified into two families, carbohydrate uptake transporter 1 (CUT1) and carbohydrate uptake transporter 2 (CUT2). The CUT1 family transporter possesses one extracellular binding protein, two different membrane proteins, and two identical ATP-binding subunits which act as a homodimer. In contrast, the CUT2 family transporter possesses one extracellular binding protein, two identical membrane proteins acting as a homodimer, and one ATP-binding subunit [22]. CUT1 family members have been reported to transport di- or oligosaccharides, but few members of this family involved in the uptake of hemicellulolytic products have been characterized, making it difficult to predict the exact function based on homologous alignment methods [17].

In bacteria, translation of genes coding enzymes involved in the catabolism of less favorable carbon sources are often repressed in the presence of preferential sugars such as glucose or fructose, which is known as carbon catabolite repression (CCR). CCR mediated by catabolite control protein A (CcpA) is widespread in gram-positive bacteria with low GC content. PTS plays an important role in this mechanism. In gram-positive bacteria with low GC content, HPr contains two phosphorylated sites, a histidine residue and a serine residue. The histidine residue is phosphorylated by phospho-EI, while serine residue is phosphorylated by HPr kinase (HPrK). HPrK is activated by fructose-1,6-bisphosphate, which rapidly accumulates in the present of glucose and other favorable sugars. When its serine residue is phosphorylated, HPr binds to the transcriptional regulator CcpA, inducing the binding of the complex to catabolite responsive element (*cre*) sites in the promoter region of target genes, including genes involved in less favorable carbohydrate utilization, preventing their transcription [23], [24], [25].

*Bacillus* sp. N16-5 is an alkaliphile isolated from the sediment of Wudunur Soda Lake in Inner Mongolia, China. It is a gram-positive and facultative anaerobe which can produce various extracellular or intracellular hydrolytic enzymes and exhibits an excellent ability to grow over the pH range of 8.5–11.5 and NaCl concentration of 0–15% [26]. Its extracellular mannanase and pectin lyase with high activity and extreme condition tolerance have been thoroughly examined in our previous studies [27], [28]. Furthermore, this strain has a broad substrate spectrum and exhibits the capability to grow on multiple soluble polysaccharides (e.g., xylan, mannan, and pectin), making it a good model for studying complex carbohydrate utilization of bacteria that do not contain cellulosome. Transcriptional analysis based on microarrays has been shown to be an effective strategy for examining regulatory mechanisms and annotating functional genes [29], [30]. In this study, we conducted global transcriptional analysis of *Bacillus* sp. N16-5 for growth on ten different mono- and polysaccharides that are abundant in plant biomass to examine the sugar uptake systems and catabolic machinery involved in utilization of test substrates as well as to understand soluble complex carbohydrate utilization by bacteria.

## Results

### Carbohydrate utilization patterns

First, the growth of *Bacillus* sp. N16-5 on ten different carbohydrate substrates was tested. Among substrates tested, glucose, fructose, mannose, arabinose, xylose, and galactose are the most abundant monosaccharides in the nature. Galactomannan, xylan, and pectin are polysaccharides widely present in plant biomass. *Bacillus* sp. N16-5 cannot break down insoluble forms of cellulose such as cotton fiber, filter paper, and microcrystalline cellulose, probably due to the crystalline nature of the sugar polymer. However, *Bacillus* sp. N16-5 can use sodium carboxymethylcellulose (CMC) which is a soluble cellulose derivative, so CMC was also chosen as a substrate. Our experimental data showed that the culture grew to a cell density of approximately 1.5×10^9^ cells/mL on glucose, fructose, mannose, arabinose, and xylose, grew to a cell density of nearly 2.0×10^9^ cells/mL on galactomannan, xylan, and pectin, and grew to a cell density of less than 1.0×10^9^ cells/mL on galactose and CMC.

The preference of *Bacillus* sp. N16-5 for different pentoses and hexoses was tested by cultivating the cells on a mixture of six monosaccharides. The remaining amount of each monosaccharide was measured, and a clear order of use was observed (Figure 1). Glucose was the first sugar to be consumed, and its presence inhibited utilization of all other sugars. When glucose had been depleted, mannose and fructose were consumed simultaneously, but fructose was consumed faster than mannose. When fructose and mannose had been completely consumed, arabinose, xylose, and galactose were utilized in that order. This hierarchical sugar utilization pattern indicates that carbohydrate metabolism by *Bacillus* sp. N16-5 is under strict control.

**Figure 1:**
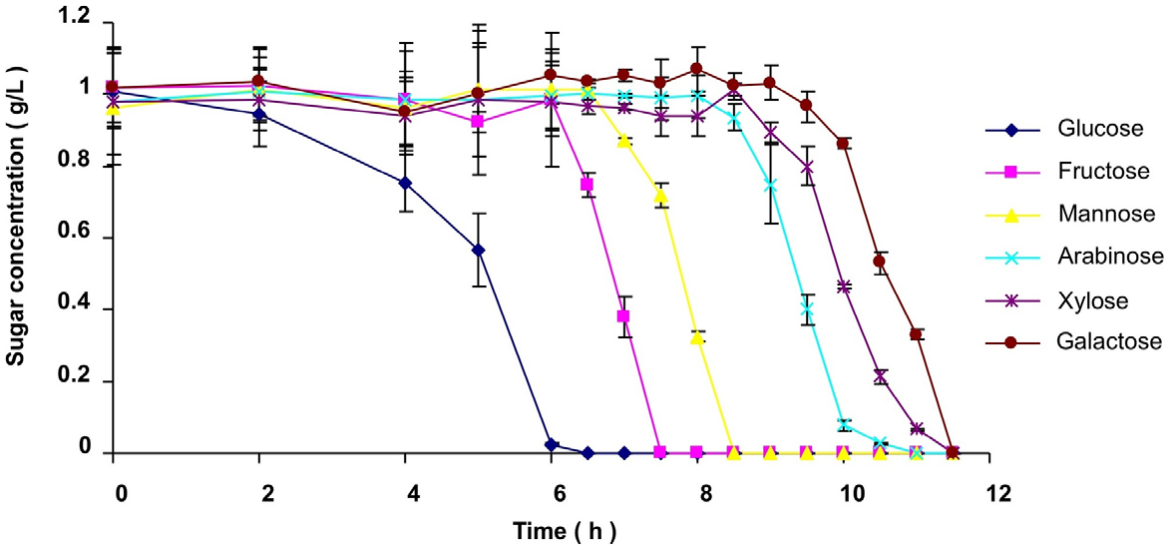
Simultaneous utilization of sugars during growth of *Bacillus* sp. N16-5 in batch cultivation. Equal amounts of each of the six monosaccharides were added into the cultures at the beginning of cultivation. The remaining concentration of each sugar was determined at different time points during the entire cultivation period. Average values at each time point were obtained from triplicate experiments.

### Transcription profiles of *Bacillus* sp. N16-5 grown on different monosaccharides

One-color microarrays was employed to investigate global gene expression patterns of *Bacillus* sp. N16-5 grown on ten different carbohydrates. 

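For these arrays, *Bacillus* sp. N16-5, an alkaliphilic bacterium, was grown on 6 monosaccharides, the hexoses glucose, mannose, fructose and galactose and the pentoses xylose and arabinose, or on 4 polysaccharides, pectin, xylan, galactomannan and carboxymethyl cellulose (CMC), each at 5 g/L. RNA from mid-log cultures, 3 per substrate and described by the paper as biological replicates, was labelled with Cy3 and hybridized to 30 arrays, 1 array per culture. Each array carried 15744 features, of which 15208 were spots for the probes of 4210 ORFs and 536 were controls. Most ORFs (3684) had 3 spots, while 184 had 4 and 342 had 10. The deposited intensities are the signals that the authors obtained from the Feature Extraction software after its background correction, in arbitrary units, and they were not normalized between arrays. From these, control spots and the 305 to 455 outlier spots of each array were left out, the log2 values of the spots of each ORF were averaged, and the 30 arrays were quantile normalized, the method the paper names. Quantile normalization gives the brightest probe of every array the same value, 18.41, so an ORF at this ceiling has no spread and its increase is limited by the scale. Between 88.7% and 98.8% of the ORF probes of an array were well above background. The median signal before normalization was lowest on galactose (160 to 233) and CMC (216 to 239) and reached its highest value on xylan (744 to 1250). Correlations across ORFs between replicates of a substrate ranged from 0.938 to 0.997, and the ORFs are not independent of each other. Differences between substrates were tested with limma on all 30 arrays, for the ORFs detected on all 3 arrays of at least 1 of the substrates compared. An ORF is called higher or lower here at an adjusted p under 0.05 and a change of at least 2-fold, and the number of arrays limits the precision of every value. The arrays lay on 4 slides. Glucose, fructose, mannose and xylose lay on slides 1 and 2, galactose and xylan on slides 1 to 3, arabinose and galactomannan on slide 3, and pectin and CMC on slide 4, so that for pectin and CMC slide and substrate cannot be told apart in any comparison with glucose. For the other substrates, slide could be added to the fit as a fixed block. The block for arabinose and galactomannan rests on galactose replicate 3 and xylan replicate 3, the only arrays of other substrates on slide 3. Comparisons within slides 1 and 2 could be made for the substrates present on them. Slide 1 has 2 arrays each of glucose and xylose and 1 of each other substrate on it, and slide 2 has 2 each of fructose and mannose and 1 of each other, so that in these comparisons a lone array is assumed to vary like the other arrays of its slide (limma). The lists of genes used at each conclusion were taken from the paper, which chose them on these same samples, so that counts over them are not independent evidence. The labels of the 3 galactose samples give galactose as the title and the treatment but galactomannan as the source, and they were read as galactose, as in the paper.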

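The spots of an ORF varied little within an array. The %CV of the spots was taken as the median over the ORF probes detected on an array with at least 3 spots left. On the 30 arrays this %CV lay between 4.46 and 8.35, with a median of 5.55. It was highest on the 3 galactose arrays, at 7.46 to 8.35, where the median signal was low (160 to 233), as on CMC (216 to 239). With the outlier spots kept, the range was 4.64 to 8.62. On the mean signal before background correction, which was used for slides 1 to 3 only, it was 7.32 to 10.3. These values describe the spread between spots of the same array and do not measure the spread between cultures. The paper's %CV was defined on replicated quality control probes, which may be another set of probes.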

All arrays exhibited a percent coefficient of variation (%CV) less than 15 (Dataset S1), indicating the intra-array reproducibility. The results generated for each biological replicate under each condition were compared to the results for samples grown on glucose. 

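Few ORFs changed on fructose or mannose, and many changed on each of the other 7 substrates. On mannose, 83 of 4038 ORFs tested were higher than on glucose and 38 were lower, and on fructose 151 of 4049 were higher and 131 were lower. The pentoses gave 723 higher and 865 lower of 3974 on arabinose and 561 higher and 691 lower of 3989 on xylose. On galactose, 1029 of 4025 were higher and 1158 were lower. Among the polysaccharides, 491 ORFs of 3989 were higher and 607 lower on galactomannan, 582 of 4103 higher and 659 lower on xylan, 883 of 4083 higher and 1146 lower on pectin, and 1077 of 4098 higher and 1397 lower on CMC. Increases of at least 10-fold were found for 5 ORFs on fructose, 7 on mannose, 228 on galactose, 262 on pectin and 396 on CMC. With slide as a fixed block, the ORFs changed numbered 256 on fructose, 84 on mannose, 2185 on galactose, 1625 on arabinose, 1250 on xylose, 1151 on galactomannan and 1248 on xylan. Within slide 1 (2 glucose arrays against 1, or 2 of xylose) and slide 2 (1 against 1, or 2 of fructose and mannose), with the spread pooled over the slide, they numbered 106 and 219 on fructose, 24 and 62 on mannose, 2285 and 2094 on galactose, 1182 and 1377 on xylose, and 1293 and 1258 on xylan. The balance of the directions depended on the scale, the background correction and the slides. Normalization to the 75th percentile moved the median of all ORFs up by 0.32 on galactose, 0.12 on arabinose, 0.22 on pectin and 0.32 on CMC (log2) and turned the counts to 1357 higher and 864 lower on galactose, 898 and 750 on arabinose, 1053 and 868 on pectin, and 1320 and 1061 on CMC. It also turned them to 665 higher and 591 lower on xylan and to 138 and 155 on fructose. Normexp turned galactomannan to 410 higher and 382 lower (mean signal) or 403 and 352 (median signal) and xylan to 465 and 461 or 459 and 447, and on fructose it gave 95 and 89 or 92 and 93. With so few arrays, within slides 1 and 2, mannose had 10 higher and 14 lower and 30 higher and 32 lower, and fructose had 59 and 47 within slide 1 and 89 and 130 within slide 2.

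**Figure D1:**
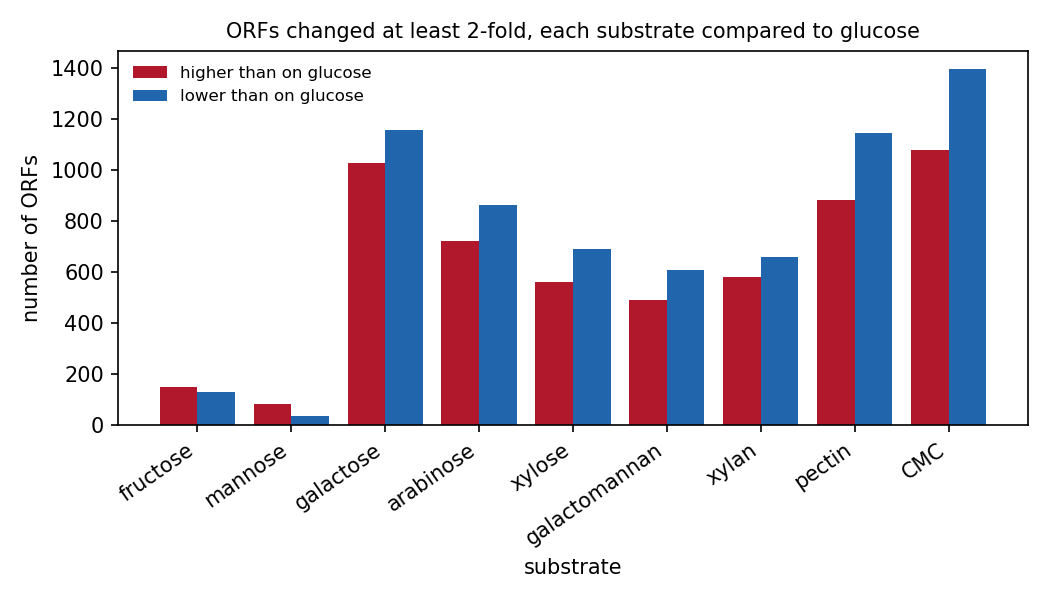
Number of ORFs at least 2-fold higher (red) or lower (blue) than on glucose at an adjusted p under 0.05 (limma, n = 3 arrays per substrate), for each of 9 substrates. Mannose has the fewest, with 83 higher and 38 lower, and CMC the most, with 1077 and 1397.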

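The largest fall from glucose was that of orf_1148 on 6 of the 9 substrates, namely galactose, arabinose, galactomannan, xylan, pectin and CMC. Its log2 level was 16.21 ± 0.32 (SD, n = 3) on glucose and 5.93 ± 0.22 on galactose, a change of -10.28 (SE 0.33, adjusted p = 5.1e-19 from limma). The changes were -11.22 on arabinose, -11.40 on galactomannan, -10.02 on pectin and -10.21 on CMC, and 1 of 3 arabinose arrays and 2 of 3 galactomannan arrays still detected it. On xylan it was -10.02, or -10.69 without xylan replicate 1, while the level stayed at 15.90 on fructose, 16.02 on mannose and 14.42 on xylose. Next to it fell orf_1146, by 8.88 (log2) on galactose and by 9.40 on arabinose, where 2 of 3 arrays detected it, and orf_1147, by 10.15 on galactomannan, 9.55 on xylan, 8.96 on pectin and 9.17 on CMC. On fructose, the largest falls were those of orf_2218, from 13.67 ± 0.66 to 7.34 ± 0.19 (-6.33, SE 0.26, adjusted p = 4.7e-15 from limma), and orf_3441, from 13.09 ± 0.56 to 7.89 ± 0.13 (-5.20). On xylose, orf_2218 fell by 6.36 and orf_1919, which no xylose array detected, was at least 18.6-fold lower. On mannose, orf_1405 rose from 5.20 ± 0.85 to 10.40 ± 0.84 (5.20, SE 0.34, adjusted p = 2.9e-11 from limma), though 2 of 3 glucose arrays detected it and the difference was 3.85 within slide 1, from 1 mannose array. The largest rises on CMC were those of the cellulase gene orf_1392, at the ceiling of the scale, and of orf_1391, by 10.87 (SE 0.36), which went from 5.79 ± 0.77 to 16.67 ± 0.15. When slide was a fixed block, the fall of orf_1148 was -10.09 on galactose, -10.75 on arabinose, -10.93 on galactomannan and -9.82 on xylan, and that of orf_2218 on fructose was -6.32. The ORFs outside the paper's lists were taken as the 2 largest rises and the 2 largest falls per substrate, and the files do not pair them with names or products.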

The flag of signals, fold changes, and *t*-test results are also shown in Dataset S1. Operons for the transport and metabolism of the six monosaccharides were identified. Gene transcription patterns are shown in Figures 2 and 3.

**Figure 2:**
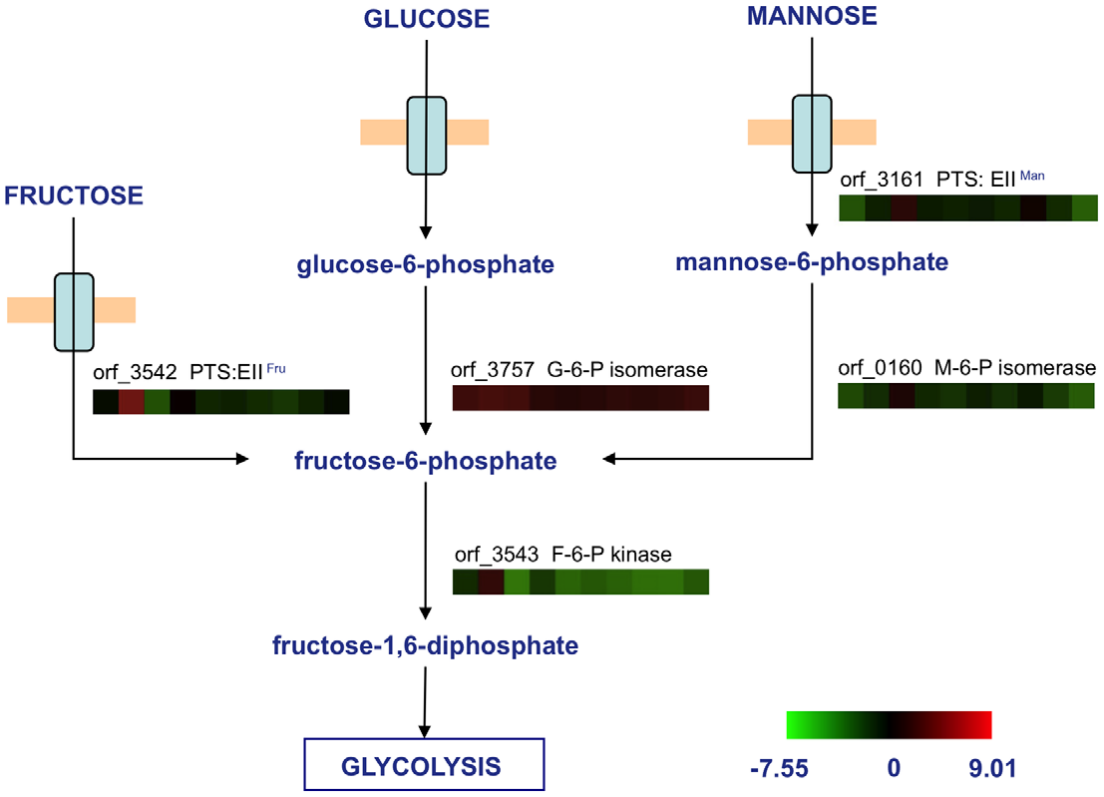
Differential transcription of genes involved in glucose, fructose, and mannose metabolism. Abbreviations: M-6-P, mannose-6-phosphate; F-6-P, fructose-6-phosphate; G-6-P, glucose-6-phosphate. Transcription profiles of specific genes on various substrates were exhibited using color squares in the order of glucose, fructose, mannose, galactose, arabinose, xylose, xylan, galactomannan, pectin, and CMC from left to right. A reference indicating the range of values is located at the bottom of the figure. The value is the log_2_-transformed expression ratio of a specific gene to the mean of all genes in the genome.

**Figure 3:**
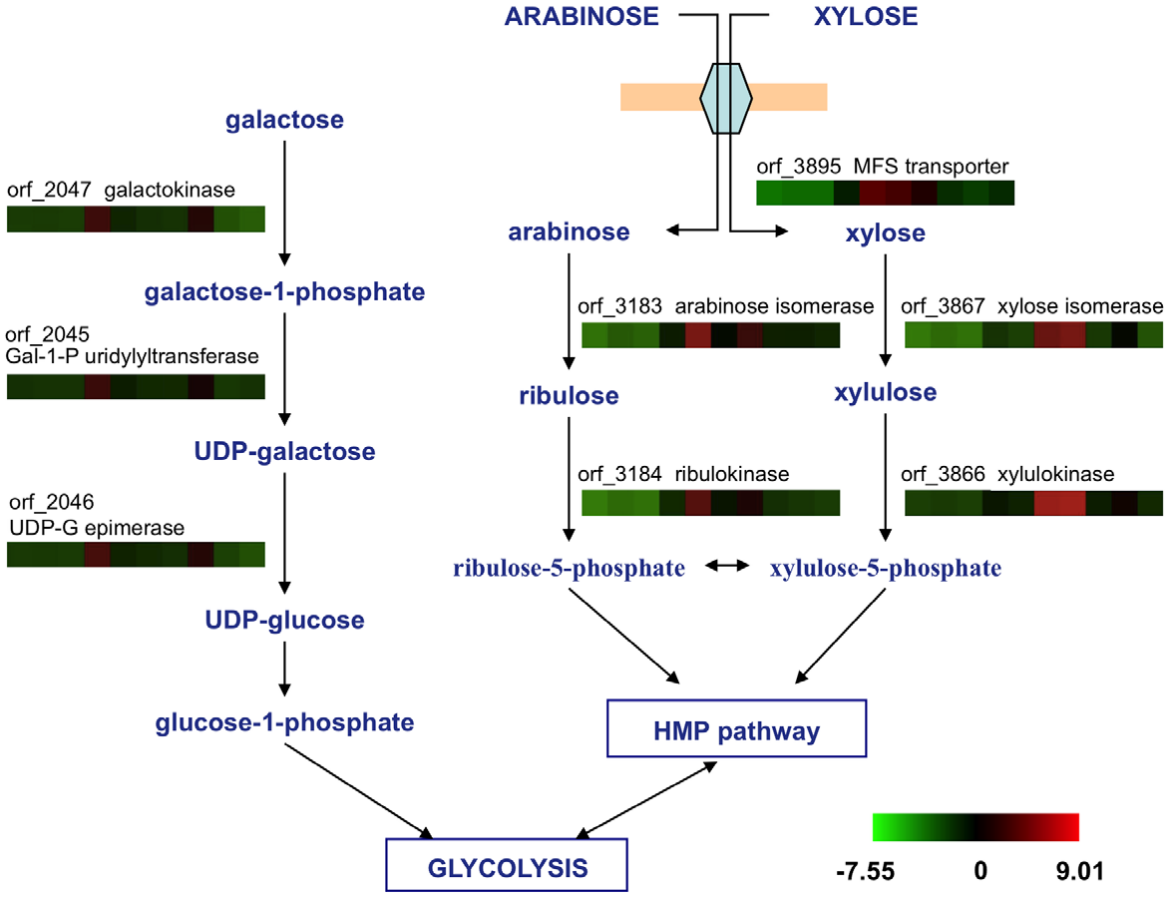
Differential transcription of genes involved in galactose, arabinose, and xylose metabolism. Abbreviations: Gal-1-P, galactose-1-phosphate; UDP-G, uridine diphosphate glucose; HMP: hexose monophophate pathway. Transcription profiles of specific genes on various substrates were exhibited using color squares in the order of glucose, fructose, mannose, galactose, arabinose, xylose, xylan, galactomannan, pectin, and CMC from left to right. A reference indicating the range of values is located at the bottom of the figure. The value is the log_2_-transformed ratio of the transcription level of a specific gene to the mean of all genes in the genome.

The fructose operon, which encodes a transcriptional regulator (orf_3541), a PTS system fructose-specific enzyme II (EII^Fru^, orf_3542), and a phosphofructokinase (orf_3543), was identified. 

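On fructose, the phosphofructokinase gene orf_3543 rose from a log2 level of 10.83 ± 0.16 on glucose to 15.26 ± 0.42 (SD, n = 3), which is 21.6-fold. The gene of the fructose-specific PTS enzyme II, orf_3542, rose from 9.22 ± 1.15 to 13.36 ± 0.33, which is 17.7-fold. The log2 changes were 4.43 (SE 0.54, adjusted p = 1.1e-06 from limma) and 4.15 (SE 0.63, adjusted p = 3.0e-05), and the wide spread of orf_3542 on glucose made its change 4.81 without glucose replicate 1. The regulator gene orf_3541 rose by 1.47 (SE 0.45, adjusted p = 0.0296), but at 1.11 to 1.54 it did not pass the test when glucose replicate 2 or 3 or any 1 fructose replicate was left out. All 3 genes of the operon were thus higher, and 3 when adjusted over the list alone, a list the paper chose on these samples. On mannose the same genes fell below glucose, orf_3541 and orf_3542 by 3.13 each and orf_3543 by 3.29 (log2), where orf_3542 was at -2.47 without glucose replicate 1. All 3 were also lower on arabinose, galactomannan and xylan. Under a fixed block for slide, the changes on fructose were 4.19 for orf_3542 and 4.34 for orf_3543. Within slide 1, with 1 fructose array, the values were 3.55 and 4.27, and within slide 2, with 1 glucose array, 5.05 and 4.39. The paper's test with adjustment did not call orf_3541 or orf_3542 on fructose, nor orf_3542 on mannose.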

The transcription levels of orf_3542 and orf_3543 were approximately 20-fold higher in the presence of fructose than in glucose. Similarly, the mannose operon, which encodes a transcriptional regulator (orf_3159), a PTS system mannose-specific enzyme II (EII^Man^, orf_3161), and a mannose-6-phosphate isomerase (orf_0160), was identified. The transcription levels of orf_3161 and orf_0160 were up-regulated by 39- and 28-fold, respectively, in the presence of mannose compared to glucose.

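On mannose, the log2 level of orf_3161 rose from 8.31 ± 0.06 on glucose to 13.61 ± 0.28 (SD, n = 3), a 39.5-fold increase. That of orf_0160, which encodes the isomerase that leads mannose-6-phosphate into glycolysis, rose from 7.83 ± 0.02 to 12.63 ± 0.34, a 28.0-fold increase. The log2 changes were 5.30 (SE 0.18) and 4.80 (SE 0.16), each with an adjusted p of 2.4e-17 from limma. The other member, orf_3159, was at 11.95 ± 0.11 on mannose and 11.78 ± 0.03 on glucose and did not pass the test (0.17, SE 0.11, adjusted p = 0.483 from limma). Of the 3 genes, 2 were therefore higher, and 2 when adjusted over the list alone, which is not independent evidence. The products of orf_3159 and orf_3161 are given in the text as a regulator and EII Man and in Dataset S2 the other way round. On galactomannan, a polysaccharide with mannose in its backbone, orf_3161 rose by 3.98 (SE 0.18) and orf_0160 by 2.31 (SE 0.16), while orf_3159 was at -0.09. On fructose, galactose, arabinose, xylose and xylan 2 of the 3 genes were higher than on glucose as well, with medians of 1.34, 1.51, 1.02, 2.00 and 1.13 over the 3, and on pectin 1 was. In the fit with slide as a fixed block, the changes on mannose were 5.25 and 4.75 for orf_3161 and orf_0160, and they were 4.96 and 4.40 within slide 1 and 5.50 and 5.02 within slide 2.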

The operon for galactose metabolism, which encodes a transcriptional repressor (orf_2044), a galactose-1-phosphate uridylyltransferase (orf_2045), an UDP-glucose 4-epimerase (orf_2046), and a galactokinase (orf_2047), was identified. 

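All 4 genes of the galactose operon, which carries the Leloir pathway enzymes and a repressor, rose on galactose. The UDP-glucose 4-epimerase gene orf_2046 rose most, from a log2 level of 8.52 ± 0.06 on glucose to 14.02 ± 0.20 (SD, n = 3), a change of 5.50 (SE 0.18, adjusted p = 6.5e-19 from limma) or 45.1-fold. The galactokinase gene orf_2047 was 38.9-fold higher and the uridylyltransferase gene orf_2045 24.9-fold higher. The repressor gene orf_2044 rose least, from 8.75 ± 0.03 to 13.04 ± 0.22, a change of 4.29 (SE 0.17, adjusted p = 2.9e-17 from limma) or 19.6-fold. The count was 4 of 4 adjusted over the list alone as well, on a list that the paper drew from these samples. None of the 4 genes was called on fructose, mannose, xylose, xylan or pectin. With slide as a fixed block, the changes were 4.37 for orf_2044 and 5.52 for orf_2046, and they were 4.30 and 5.37 within slide 1 and 4.48 and 5.69 within slide 2.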

The induction level of the genes varied from 20- to 45-fold in the presence of galactose compared to glucose. Galactose also strongly induced two other operons; their expression patterns are shown in Figure S1. One operon is related to an alternative fructose metabolism pathway and includes a fructose-bisphosphate aldolase (orf_3054), a PTS system fructose-specific enzyme II (orf_3055, 3056), a fructose-1-phosphate kinase (orf_3057), and a transcriptional regulator (orf_3058). In this pathway, fructose was transported and phosphorylated into fructose-1-phosphate rather than fructose-6-phosphate before being converted into fructose-1,6-biphosphate. This result strongly suggests that cross-talk occurs between the galactose and fructose metabolism pathways and that galactose is a strong signal for both galactose and fructose utilization. 

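On galactose, 4 of the 5 genes of the alternative fructose operon rose together and strongly. The aldolase gene orf_3054 went from a log2 level of 5.34 ± 0.21 on glucose to 16.92 ± 0.60 (SD, n = 3), a change of 11.57 (SE 0.27, adjusted p = 2.0e-21 from limma) or 3050-fold. The PTS enzyme II genes orf_3055 and orf_3056 rose by 11.40 and 10.07, and the fructose-1-phosphate kinase gene orf_3057, detected on 2 of 3 glucose arrays, rose by 9.53 (SE 0.29). The regulator gene orf_3058 fell by 1.82 (SE 0.21), a change that at -0.90 did not reach 2-fold with normalization to the 75th percentile. The 4 genes were also called when adjusted over the list alone, which the paper chose on these samples. Fructose itself raised them far less, with 1.17 for orf_3054, 1.21 for orf_3055 and a similar rise for orf_3057, while orf_3056 at 0.63 and orf_3058 at -0.17 did not pass the test. On xylose the changes were 4.78, 4.63, 3.50 and 3.86 for orf_3054 to orf_3057. When slide was a fixed block, orf_3054 was at 11.67, and it was at 12.35 within slide 1 and 10.84 within slide 2. From the strong response of a fructose operon to galactose, the paper proposes that the metabolism of these sugars is linked by cross-talk, with galactose as a signal for both.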

The other highly expressed operon encodes a glycoside hydrolase (orf_0347), two β-galactosidases (orf_0348, 0350), a LacI family transcriptional regulator (orf_0349), and a CUT1 family ABC transporter (orf_0351–0353).

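On galactose, all 7 genes of this operon rose, by a median of 8.79 on the log2 scale. The largest increases were those of the CUT1 transporter genes, the uptake system for oligosaccharides, with 9.85 for orf_0351, 10.27 for orf_0352 and 9.91 for orf_0353. The log2 level of orf_0352 went from 4.75 ± 0.18 on glucose, where 2 of 3 arrays detected it, to 15.02 ± 0.88 (SD, n = 3), which is 1238-fold (SE 0.35 on the log2 scale, adjusted p = 1.3e-18 from limma). The β-galactosidase genes, whose products release galactose from oligosaccharides, rose by 6.52 (orf_0348) and 8.79 (orf_0350), the glycoside hydrolase gene orf_0347 by 6.34 and the regulator gene orf_0349 by 6.67. Dataset S2 lists orf_0350 as a hypothetical protein. The neighbouring orf_0345 and orf_0346, outside the operon as described, were also higher on galactose, by 1.86 and 4.03, and were looked at because of their position. On xylan the 7 genes were higher too, by a median of 3.18, and 6 were on xylose and on pectin and 5 on galactomannan and on CMC. On arabinose 1 was higher and 1 lower, and none was called on fructose or mannose. When adjusted over the list alone the count on galactose was again 7, on a list taken from these samples. Under a fixed block for slide, orf_0352 was at 10.12, within slide 1 at 9.25 and within slide 2 at 10.95.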

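The arabinose operon, which converts arabinose to an intermediate of the pentose phosphate pathway, rose as a whole on arabinose. The L-arabinose isomerase gene orf_3183 had the largest increase, from a log2 level of 6.27 ± 0.01 on glucose to 15.52 ± 0.23 (SD, n = 3), a change of 9.25 (SE 0.17, adjusted p = 8.9e-24 from limma) or 607-fold. The smallest was that of orf_3181, the arabinose utilization gene named AraM in Dataset S2, from 7.47 ± 0.04 to 15.09 ± 0.19, a change of 7.61 (SE 0.17, adjusted p = 3.8e-22 from limma) or 196-fold. Between them lay the α-L-arabinosidase gene orf_3182 (437-fold), the ribulokinase gene orf_3184 (384-fold) and the epimerase gene orf_3185 (285-fold, detected on 2 of 3 glucose arrays). All 5 were called, and 5 when adjusted over the list alone, which is not independent evidence. On xylose, the other pentose, the same 5 genes were higher, with 3.08 for orf_3181, 4.51 for orf_3182, 4.42 for orf_3184 and 4.41 for orf_3185, and no member was called on fructose or mannose. In the fit with slide as a fixed block, the change on arabinose was 9.17 for orf_3183 and 7.53 for orf_3181. Arabinose shared no slide with glucose, so a comparison within a slide could not be made, and the block rests on galactose replicate 3 and xylan replicate 3.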

The operon for arabinose metabolism was identified and found to be up-regulated in the presence of arabinose by 194- to 604-fold compared to glucose. The operon encodes an arabinose utilization protein (orf_3181), an α-L-arabinosidase (orf_3182), an L-arabinose isomerase (orf_3183), a ribulokinase (orf_3184), and a ribulose-5-phosphate 4-epimerase (orf_3185). Arabinose also induced another operon encoding an endo-1,5-α-arabinosidase (orf_2831), a transcriptional repressor (orf_2832) and a CUT1 family ABC transporter (orf_2834–2836) (Figure S1).

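All 6 genes of this operon were higher on arabinose than on glucose. The CUT1 transporter genes rose most, orf_2834 by 8.46, orf_2835 by 9.10 and orf_2836 by 9.37 on the log2 scale. The level of orf_2836, the solute-binding component, went from 6.12 ± 0.40 on glucose to 15.49 ± 0.45 (SD, n = 3), a 663-fold increase (SE 0.28 on the log2 scale, adjusted p = 1.1e-19 from limma). The endo-1,5-α-arabinosidase gene orf_2831, for the enzyme that opens arabinan chains, rose by 7.20, orf_2833, listed as a hypothetical protein in Dataset S2, by 7.08 and the repressor gene orf_2832 by 4.47 (SE 0.17). The operon was also higher on xylan, galactose and xylose, with 6 of 6 genes on each and medians of 7.91, 5.93 and 5.56. On xylan, orf_2836 rose by 9.13, close to its change on arabinose. Adjusted over the list alone, 6 were called on arabinose, on a list that came from these samples. With slide as a fixed block, orf_2836 was at 9.09 on arabinose and orf_2831 at 7.29.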

Xylose metabolism pathway genes encoding xylulokinase (orf_3866) and xylose isomerase (orf_3867) were found to be highly transcribed in the presence of xylose, with induction levels of 290- to 553-fold compared to glucose. Additionally, an MFS family transporter (orf_3895) showed dramatically increased transcription in the presence of arabinose and xylose compared to other test monosaccharides, suggesting its possible function in pentose uptake. 

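On xylose, the xylulokinase gene orf_3866 went from a log2 level of 8.27 ± 0.02 on glucose to 16.44 ± 0.27 (SD, n = 3), a change of 8.17 (SE 0.18, adjusted p = 2.1e-21 from limma) or 289-fold. The xylose isomerase gene orf_3867 went from 5.93 ± 0.17 to 15.12 ± 0.23, a change of 9.19 (SE 0.22, adjusted p = 7.7e-21 from limma) or 584-fold. Their products carry xylose to xylulose 5-phosphate, and these were the 2 largest rises of all ORFs tested on xylose. Both genes were also higher on xylan, pectin, galactose, galactomannan, arabinose and CMC, with medians of 9.01, 4.48, 2.35, 2.14, 1.84 and 1.29. Within slide 1, orf_3866 was at 8.01 and orf_3867 at 8.97, and within slide 2 they were at 8.50 and 9.63. When slide was a fixed block, the changes were 8.17 and 9.19, as xylose and glucose were spread alike over slides 1 and 2.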

Compared to glucose, the induction levels of this gene on arabinose and xylose are 239- and 168-fold, respectively. 

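The transcription level of the MFS transporter gene orf_3895 went from 6.44 ± 0.23 on glucose to 14.35 ± 0.14 on arabinose and 13.84 ± 0.46 on xylose (log2, SD, n = 3). These are increases of 241-fold and 170-fold, with log2 changes of 7.92 (SE 0.31, adjusted p = 5.0e-17 from limma) and 7.41 (adjusted p = 3.9e-16). On fructose and mannose, at 0.40 and 0.41 over glucose, it did not pass the test. Galactose raised it by 3.46, and orf_3895 was higher on arabinose than on galactose by 4.46 and on xylose by 3.95. Between arabinose and xylose the difference of 0.51 did not pass the test (adjusted p = 0.195 from limma). Among the polysaccharides, xylan came nearest, with 6.15 over glucose, and orf_3895 was still 1.76 higher on arabinose and 1.25 higher on xylose than on xylan. Without xylose replicate 3, the difference between xylose and xylan was 0.99 and orf_3895 was not called in it. It was higher on arabinose than on galactomannan by 5.08, pectin by 5.77 and CMC by 4.94. Under a fixed block for slide, the change from glucose was 7.66 on arabinose and 7.41 on xylose, and on xylose it was 7.27 within slide 1 and 7.68 within slide 2. From the contrast with the other monosaccharides, the paper proposes that this transporter takes up pentoses.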

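Only 1 ORF, orf_3693, was at least 2-fold higher on glucose than on each of the other 9 substrates, out of 3920 detected on all 3 glucose arrays. Its log2 level was 6.68 on glucose and 5.38 on fructose, the next highest, a lead of 2.46-fold (adjusted p = 0.0131 from limma). The product of orf_3693 is not given in the sources used here, and it was chosen after its values were seen. At an unadjusted p under 0.05, 3 ORFs had such a lead over all other substrates. With 1 ORF called, a run of at least 3 neighbours highest on glucose was not possible. The criterion asks for a lead over mannose and fructose too, whose profiles were close to that of glucose (r of 0.896 and 0.780 on centred values). Genes also active on those sugars are missed by it, such as the neighbours orf_1145 to orf_1148, high on glucose, fructose, mannose and xylose only. The count therefore does not decide whether there is a glucose operon. The glucose-6-phosphate isomerase gene orf_3757, which carries glucose into glycolysis, was called lower on 1 substrate only, arabinose, where it fell by 1.07 (log2). The count of ORFs highest on glucose was 0 by limma without glucose replicate 2, with normalization to the 75th percentile, and in fits of only the 2 substrates compared. It was also 0 with the paper's t-test after adjustment, and 3 without adjustment.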

Comparing the microarray data of glucose to that of other test substrates, no putative glucose operon was identified.

### Transcription profiles of *Bacillus* sp. N16-5 grown on different polysaccharides

A 17-kb gene cluster containing 12 genes (orf_3843–3857) was observed to be highly transcribed only in the presence of galactomannan (Figure 4). 

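All 12 genes of the cluster were higher on galactomannan than on glucose, by a median of 9.23 on the log2 scale. The endo-β-1,4-mannanase genes, for the enzymes that split the mannan backbone, rose by 10.14 (orf_3854, SE 0.21) and 10.80 (orf_3857), and orf_3857 reached the ceiling of the scale on galactomannan from 7.61 ± 0.10 on glucose (SD, n = 3). The α-galactosidase gene orf_3851, whose product removes galactose side groups, rose by 8.95 (SE 0.18). The putative glycosidase genes orf_3843 and orf_3845 rose by 7.52 and 9.50, the epimerase gene orf_3855 by 10.31 and the regulator gene orf_3844 by 5.32. The smallest changes were those of the esterase gene orf_3856 (1.63, SE 0.14) and of orf_3848, a hypothetical protein gene, at 2.27. When adjusted over the list alone the count was 12 as well, which is not independent evidence because the paper chose the cluster on these samples. In the fit with slide as a fixed block, 12 of 12 were higher, with orf_3857 at 10.36, orf_3845 at 9.47 and orf_3848 at 1.41. Galactomannan and glucose shared no slide, so the comparison could not be made within one, and the block rests on galactose replicate 3 and xylan replicate 3.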

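On mannose, none of the 12 genes was called at an adjusted p under 0.05 and 2-fold by limma, and their changes from glucose lay between -0.25 and 0.72 on the log2 scale. The solute-binding protein gene orf_3846 was at 0.62 and the mannanase gene orf_3857 at 0.72 on mannose. On galactose, 9 of the 12 genes were higher than on glucose, by a median of 3.25 over the cluster. Among them were orf_3846 at 5.24, the glycosidase gene orf_3845 at 4.10, the mannanase genes orf_3854 and orf_3857 at 4.05 and 4.02, and the α-galactosidase gene orf_3851 at 2.91. The glycosidase gene orf_3843 at 0.23, the regulator gene orf_3844 at 0.94 and orf_3848 at 0.45 were not called, though orf_3848 was at 1.65 and called with normalization to the 75th percentile. The level on galactose remained far below that on galactomannan, with 11 of 12 genes higher on galactomannan by a median of 5.81, or 56.0-fold. This direct comparison gave 7.29 for orf_3843, 6.78 for orf_3857, 6.08 for orf_3854 and 0.17 for the esterase gene orf_3856, which did not pass the test. Adjusted over the list alone, 9 genes were called on galactose and 0 on mannose. On galactose, 9 genes were higher with slide as a fixed block, and without glucose replicate 1 orf_3844 was called as well, at 1.01. Within slides 1 and 2, with 1 galactose array each, 9 and 10 were, with the spread pooled over the slide.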

Neither galactose nor mannose, the main components of galactomannan, acted as inducers. Functions of enzymes in this cluster were predicted based on sequence homology analysis. Orf_3851 likely encodes an α-galactosidase from glycoside hydrolase family 31 (GH31), which shares 45% sequence identity with α-galactosidase from *Helianthus annuus* (GI: 29335747). Orf_3854 likely encodes an endo-β-1,4-mannanase of GH103, which shares 45% sequence identity with endo-β-1,4-mannanase (GI: 197305048) from *Alicyclobacillus acidocaldarius*. Orf_3856 likely encodes a polysaccharide esterase from carbohydrate esterase family 7 (GE7), which shares 60% sequence identity with acetyl xylan esterase (GI: 268612269) from *Thermoanaerobacterium* sp. JW/SL YS485. Orf_3843 and orf_3845 were predicted to encode putative glycosidases. Proteins destined towards the secretory pathway contain signal peptide. Prediction using SignalP 3.0 showed that all enzymes in this cluster had no signal peptide sequence except for endo-1,4-β-mannosidase (orf_3857), implying that most enzymes encoded by this cluster act in the cytoplasm. A CUT1 family ABC transporter (orf_3846, 3852, 3853), which is probably involved in uptake of galactomannan degradation products, was also found in this cluster.

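The solute-binding protein gene of this transporter, orf_3846, had, with the mannanase gene orf_3857 at the ceiling of the scale, one of the 2 largest increases on galactomannan. Its log2 level went from 5.66 ± 0.06 on glucose to 16.47 ± 0.09 (SD, n = 3), a change of 10.81 (SE 0.26, adjusted p = 6.6e-22 from limma). The genes orf_3852 and orf_3853 of the same transporter rose by 9.98 (SE 0.24) and 6.48 (SE 0.27). Between galactomannan and galactose, orf_3846 differed by 5.57. With slide as a fixed block, the change from glucose was 10.93 for orf_3846, 9.96 for orf_3852 and 6.26 for orf_3853.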

**Figure 4:**
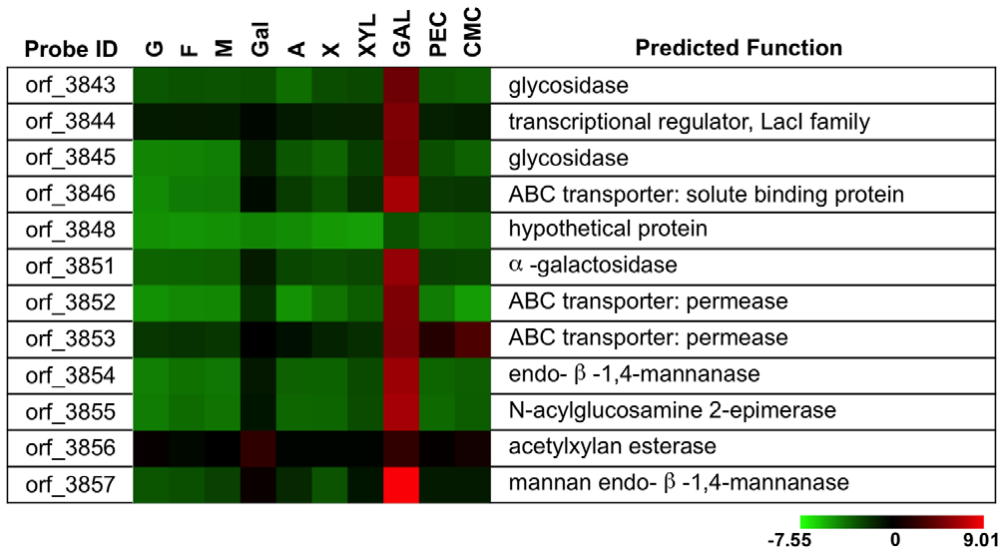
Differential transcription of genes involved in galactomannan utilization. Abbreviations: G, glucose; F, fructose; M, mannose; Gal, galactose; A, arabinose; X, xylose; XYL, xylan; GAL, galactomannan; PEC, pectin. A reference indicating the range of values is located at the bottom of the figure. The value is the log_2_-transformed ratio of the transcription level of a specific gene to the mean of all genes in the genome.

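Across 4146 ORFs, the log2 changes from glucose on xylose and on xylan had a Pearson r of 0.659 and a Spearman rho of 0.594. Of 3988 ORFs tested in both comparisons, 324 were higher on both substrates where 77.7 would be if the calls were independent, and 347 were lower on both where 114 would be. The genes that rose on both included the xylulokinase and xylose isomerase genes orf_3866 and orf_3867 and the solute-binding protein gene orf_3878. Among those that fell on both, orf_2218 changed by -4.63 on xylan, and orf_3441 by -4.94 on xylose and -5.02 on xylan. The r is across ORFs, which are not independent replicates, and both sets of changes share the same glucose arrays. In 100 simulations with no effect of substrate and shared glucose arrays, r was 0.500 on average (0.454 to 0.554), while the covariance was 0.0310 on average and at most 0.0374, against 1.31 measured. Among the 36 pairs of substrates this r was number 6, below for example pectin and CMC (0.832) and arabinose and xylose (0.793). It was 0.689 over called ORFs only, and -0.034 when the levels were centred on the mean of the 10 substrates in place of glucose, which itself pulls pairs below 0 and left this pair number 16 of 45.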

A strong correlation of gene regulation was observed between cells grown on xylose and xylan. 

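On xylan, 15 of the 16 genes were higher than on glucose, by a median of 7.84 on the log2 scale, and on xylose also 15 were higher, by a median of 5.19. The α-glucuronidase genes orf_3869 and orf_3870, for enzymes that remove glucuronic acid from xylan fragments, rose by 7.96 (SE 0.25) and 9.33 (SE 0.23) on xylan and by 5.31 and 6.17 on xylose. The β-xylosidase genes orf_3875 and orf_3881 rose by 6.45 and 6.72 (SE 0.21) on xylan and by 4.34 and 2.28 on xylose. The genes of the sensor and response regulator, orf_3876 (detected on 2 of 3 glucose arrays) and orf_3877, rose by 7.48 and 6.88 on xylan and by 5.76 and 5.08 on xylose. The membrane protein gene orf_3874 rose by 2.87 on xylan and was at 0.68 on xylose, which was not called. The repressor gene orf_3868 rose by 1.25 on xylose and was at 0.91 on xylan, under 2-fold, although it was called at 1.01 without glucose replicate 1, at 1.03 without xylan replicate 1 and at 1.14 within slide 2 (1 array against 1). When adjusted over the list alone, 15 were called on each substrate, on a cluster that the paper chose on these samples. When slide was a fixed block, the counts were 15 on xylan and 15 on xylose, and within slides 1 and 2 they were 15 and 16 on xylan and 15 and 15 on xylose, from 1 xylan array per slide and 1 glucose and 1 xylose array on slide 2, with the spread pooled over the slide.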

The transcription of a 21-kb gene cluster (orf_3866–3881) was induced by both substrates to a different extent (Figure 5). 

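On xylan, the xylulokinase gene orf_3866 had a log2 level of 16.68 ± 0.15 (SD, n = 3), a change from glucose of 8.41 (adjusted p = 2.1e-22 from limma). The xylose isomerase gene orf_3867 had a level of 15.52 ± 0.05, a change from glucose of 9.60 (adjusted p = 5.7e-22 from limma). Compared directly, orf_3866 was 0.24 higher on xylan than on xylose (SE 0.18, adjusted p = 0.274 from limma) and orf_3867 was 0.41 higher (SE 0.22, adjusted p = 0.126), and neither passed the test. Under a fixed block for slide, the changes from glucose on xylan were 8.41 and 9.62, and they were 8.27 and 9.45 within slide 1 and 8.59 and 9.78 within slide 2.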

Transcription of orf_3866 (xylulokinase) and orf_3867 (xylose isomerase) were dramatically up-regulated to a similar extent in the presence of both xylan and xylose. Genes encoding putative xylan degradation enzymes and two CUT1 family ABC transporters (orf_3871–3873, orf_3878–3880) showed significantly higher transcription in the presence of xylan than in the presence of xylose. 

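Compared directly, 13 of the 16 genes of the cluster were higher on xylan than on xylose, by a median of 2.69 over the cluster, or 6.47-fold. The transporter genes orf_3878 to orf_3880 differed most, by 6.07 (SE 0.27, adjusted p = 1.1e-15 from limma), 5.94 (SE 0.24, adjusted p = 2.1e-16) and 5.61 (SE 0.21, adjusted p = 6.3e-17), and orf_3878, the solute-binding component, was at the ceiling of the scale on xylan. The other transporter, orf_3871 to orf_3873, was higher on xylan by 2.87 (SE 0.30), 2.82 (SE 0.23) and 2.74 (SE 0.23). Among the xylan degradation enzymes, the β-xylosidase genes orf_3881 and orf_3875 were higher by 4.44 and 2.11, and the α-glucuronidase genes orf_3870 and orf_3869 by 3.16 and 2.65. The genes orf_3874, orf_3876 and orf_3877 were higher by 2.20, 1.71 and 1.80. The repressor gene orf_3868 was at -0.34 (SE 0.19, adjusted p = 0.120 from limma), so that it and the xylulokinase and isomerase genes were the members not called. The count was 13 with slide as a fixed block, and also within slides 1 and 2, where xylan has 1 array each and xylose 2 and 1, with the spread pooled over the slide. Against glucose, orf_3878 rose by 13.23 on xylan, orf_3879 by 11.04 and orf_3880 by 10.89, and with slide as a fixed block by 13.12, 11.03 and 10.76.

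**Figure D2:**
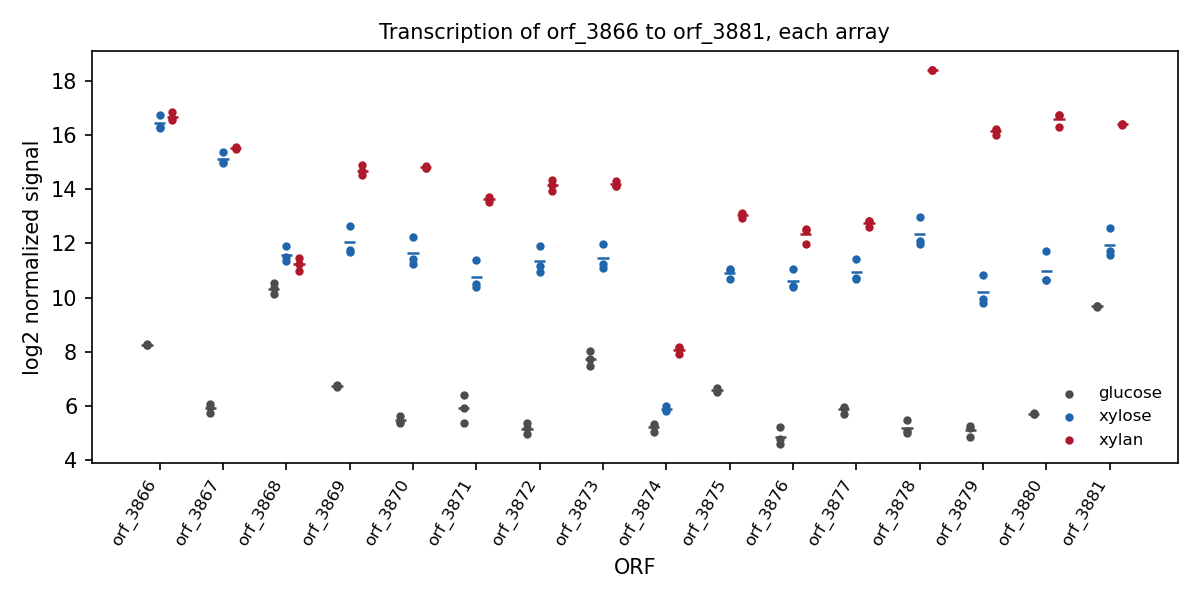
Log2 normalized signal of orf_3866 to orf_3881 on glucose (grey), xylose (blue) and xylan (red), with a point for each of the 3 arrays per substrate and a dash for their mean. The means of orf_3866 and orf_3867 lie 0.24 and 0.41 apart between xylan and xylose, and those of orf_3878 to orf_3880 lie 5.61 to 6.07 apart.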

The function of enzymes in this cluster was predicted based on sequence homology analysis. Orf_3869 and orf_3870 showed the highest identity with two glucuronidases (GI: 37926810, GI: 24987452) from *Geobacillus stearothermophilus*, with sequence identities of 70% and 42%, respectively, while orf_3875 and orf_3881 shared high identity with two β-xylosidases (GI: 82408136, GI: 93279336) from *G. stearothermophilus*, with sequence identities of 60% and 52%, respectively. Signal prediction analysis showed that no enzymes in this operon contain a signal peptide sequence, suggesting that these enzymes are intracellular.

**Figure 5:**
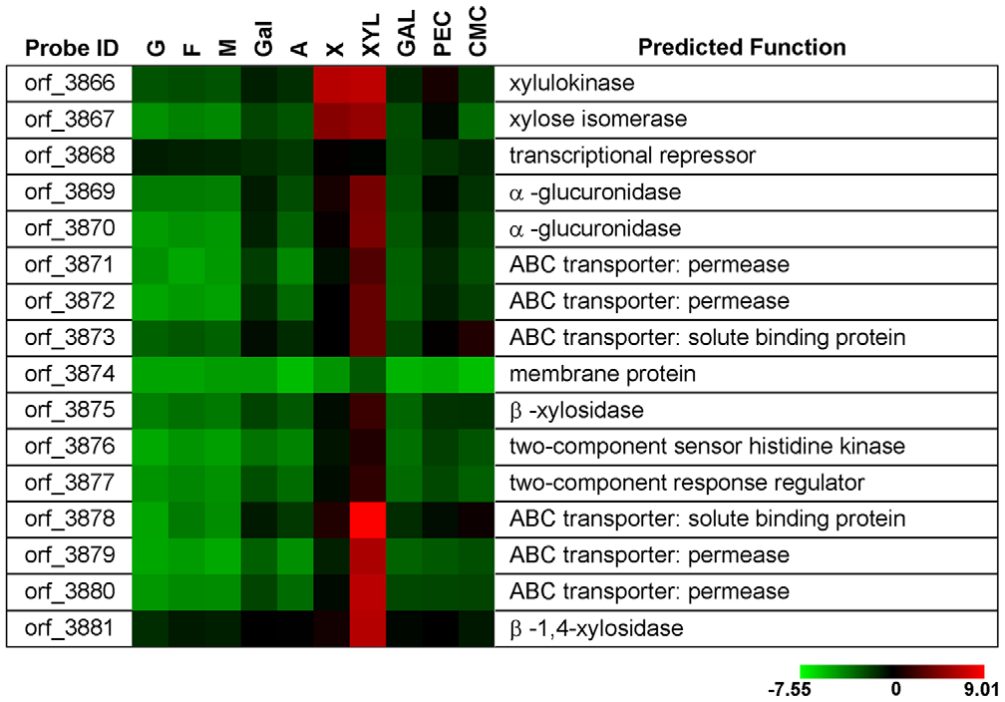
Differential transcription of genes involved in xylan utilization. Abbreviations: G, glucose; F, fructose; M, mannose; Gal, galactose; A, arabinose; X, xylose; XYL, xylan; GAL, galactomannan; PEC, pectin. A reference indicating the range of values is located at the bottom of the figure. The value is the log_2_-transformed ratio of the transcription level of a specific gene to the mean of all genes in the genome.

In the presence of pectin, transcription of a 32-kb gene cluster containing 25 genes (orf_3695–3721) was strongly induced. 

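All 25 genes of the cluster were higher on pectin than on glucose, by a median of 7.82 on the log2 scale. The transporter gene orf_3708 rose by 9.32 (SE 0.16, adjusted p = 1.5e-24 from limma), or 639-fold. The KDG kinase gene orf_3719, an enzyme of galacturonic acid catabolism that no glucose array detected, was at least 957-fold higher, and the median is the same with this gene at its bound. The unsaturated rhamnogalacturonyl hydrolase gene orf_3695, at the edge of the cluster, rose from 8.60 ± 0.07 to 13.76 ± 0.04 (SD, n = 3), a change of 5.17 (SE 0.12). The regulator gene orf_3701 had the smallest increase, 2.76 (SE 0.19). Adjusted over the list alone, 25 were called, on a list that the paper drew from these samples. The pectin arrays share slide 4 with CMC only, so that slide and substrate cannot be told apart in the comparison with glucose. On that slide, 24 of the 25 genes were higher on pectin than on CMC, with a difference of 8.57 for orf_3708, and the regulator gene orf_3711 at 0.54 did not pass the test.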

The transcription patterns and functional annotations of the genes are summarized in Figure 6. Two CUT1 family ABC transporters (orf_3696–3698, orf_3707, 3708, 3710), two regulators (orf_3701, 3711), six pectin degradation enzymes, and seven uronate metabolism enzymes were present in this set of genes. 

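Both CUT1 transporters rose on pectin. The genes orf_3696 to orf_3698 were 5.96, 5.75 and 6.62 higher than on glucose (log2), and orf_3707 and orf_3710 were 7.82 and 7.22 higher. Of the regulators, orf_3711 rose by 4.11 (SE 0.27), with detection on 2 of 3 glucose arrays. The degradation enzymes rose by 8.10 for the GH105 gene orf_3703, 8.55 and 6.94 for the GH28 genes orf_3705 and orf_3714, 8.30 for the GH43 gene orf_3704 and 6.24 for the acetylesterase gene orf_3699. The pectin degradation protein gene orf_3706 rose by 8.88 and the dehydrogenase gene orf_3700 by 7.00. The hypothetical protein genes orf_3702 and orf_3713 rose by 7.82 and 4.27, and orf_3713 was detected on 2 of 3 glucose arrays. Each of these genes was called by limma with n = 3 arrays per substrate. On slide 4 itself, all but orf_3711 were higher on pectin than on CMC, by 3.73 to 7.66, which a difference between slides cannot give.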

The enzymes encoded by orf_3695 and orf_3703 were predicted to be members of the hydrolase family of GH105. This family contains only unsaturated rhamnogalacturonyl hydrolases, which act specifically on unsaturated rhamnogalacturonan and release unsaturated galacturonic acid. The enzymes encoded by orf_3705 and orf_3714 likely belong to the hydrolase family of GH28. Enzymes in this family are all pectin hydrolases, such as endo- or exo-acting polygalacturonases and rhamnogalacturonan hydrolases. Orf_3704 and orf_3699 were found to encode a putative xylosidase of GH43 and a putative rhamnogalacturonan acetylesterase of GE12, respectively. 

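The genes of galacturonic acid catabolism were higher on pectin than on glucose. D-tagaturonate reductase (orf_3715) rose by 9.33 (SE 0.28) on the log2 scale over glucose, D-altronate dehydratase (orf_3716) by 9.40 (SE 0.26) and the isomerase- or epimerase-like orf_3717 by 9.31 (SE 0.24). Uronate isomerase (orf_3718) rose by 8.46 (SE 0.23) and KDPG aldolase (orf_3720), detected on 1 of 3 glucose arrays, by 9.57 (SE 0.22). The 4-deoxy-5-keto-uronate isomerase gene orf_3721 went from 8.45 ± 0.17 to 15.51 ± 0.21 (SD, n = 3), a change of 7.06 (SE 0.16). All passed the test of limma, and on slide 4 itself they were higher on pectin than on CMC by 5.71 to 7.51, which is not a difference between slides.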

Orf_3715–3721 are likely to encode a series of enzymes involved in the isomerase pathway of galacturonic acid catabolism [31]. According to signal peptide prediction, all enzymes are intracellular.

**Figure 6:**
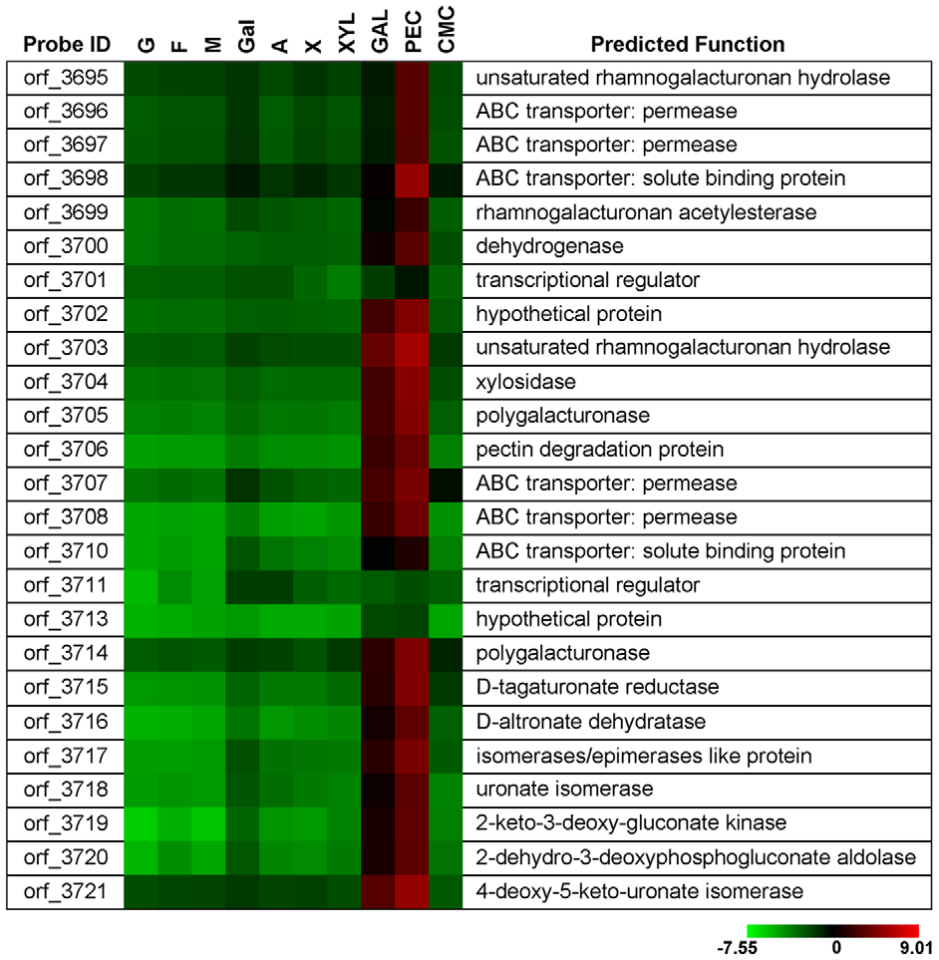
Differential transcription of genes involved in pectin utilization. Abbreviations: G, glucose; F, fructose; M, mannose; Gal, galactose; A, arabinose; X, xylose; XYL, xylan; GAL, galactomannan; PEC, pectin. A reference indicating the range of values is located at the bottom of the figure. The value is the log_2_-transformed ratio of the transcription level of a specific gene to the mean of all genes in the genome.

*Bacillus* sp. N16-5 exhibits slower growth rate as well as lower final cell density on CMC compared to other polysaccharides tested, which is probably due to the lack of efficient hydrolytic enzymes, uptake systems, or/and mechanism for removing the carboxymethyl groups from glucose. Indeed, unlike galactomannan, xylan, and pectin, no gene cluster or transporter responding specifically to CMC was identified in the transcriptomic analysis. 

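The genes highest on CMC included those of the cellulases, which cut the cellulose chain, orf_1390 and orf_1392, with the ORF between them, orf_1391. These 3 were higher on CMC than on every other substrate, by a median of 3.58-fold over the next. In all, 292 of 4046 ORFs detected on CMC were at least 2-fold higher there than on each of the other 9 substrates by limma, and 289 of them lie outside the paper's lists. Of these ORFs, 93 formed 21 runs of at least 3 neighbours, where shuffled ORF numbers gave at most 12 runs. Shuffling separates neighbours that are transcribed together, so this excess shows only that neighbours changed together. The run orf_0917 to orf_0920 was 37.1-fold over the next substrate, the run orf_1676 to orf_1681 11.2-fold and the run orf_1532 to orf_1547 5.14-fold (medians). These runs were chosen after their values were seen, and the sources used here pair none of their ORFs with a product, so whether any encodes a transporter is not known. The CMC arrays share slide 4 with pectin only, so that slide and substrate cannot be told apart against any substrate but pectin.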

*Bacillus* sp. N16-5 produced a limited number of extracellular enzymes for polysaccharides degradation. We scanned the entire genome of *Bacillus* sp. N16-5 and found only five extracellular enzymes involved in galactomannan, xylan, pectin, and CMC degradation, including a pectate lyase (orf_2241), a family 10 xylanase (orf_4167), two cellulases (orf_1390, 1392), and an endo-β-1,4-mannanase (orf_3857). These enzymes likely act as extracellular endo-acting enzymes for depolymerizing polysaccharides. The Endo-β-1,4-mannanase (orf_3857) is up-regulated in the present of galactomannan as mentioned previously. 

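The mannanase gene orf_3857 rose on other substrates too, but by less. The log2 changes from glucose were 2.78 on xylan, 2.55 on pectin, 2.52 on CMC and 1.80 on arabinose (SE 0.23 each, n = 3), and on galactose the gene was among those higher as well. On xylose at 0.01 and on fructose at 0.26, it did not pass the test of limma. In the fit with slide as a fixed block, the change was 2.62 on xylan and 1.35 on arabinose, and on xylan it was 2.37 within slide 1 and 3.15 within slide 2.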

While, the other four enzymes were consistently and highly transcribed on all substrates except glucose, mannose, and fructose (Figure S1).

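The cellulase gene orf_1392 rose most, by 11.23 on CMC, 10.19 on pectin, 9.11 on galactose, 8.71 on xylan, 8.32 on arabinose, 6.62 on galactomannan and 5.59 on xylose (log2 over glucose, SE 0.27, n = 3). Its level was 7.18 ± 0.26 on glucose and 17.38 ± 0.17 on pectin (SD). The cellulase gene orf_1390 rose by 10.20 on CMC and by 4.36 on xylose, its smallest rise on these 7 substrates, and on galactose it was at 7.73, or 8.49 without galactose replicate 1. For the xylanase gene orf_4167, the rises lay between 3.53 on xylan and 5.67 on CMC (SE 0.27), and for the pectate lyase gene orf_2241 between 1.33 on xylose and 4.10 on CMC (SE 0.21). Between the mean of these 7 substrates and the mean of glucose, mannose and fructose, the difference was 7.31 (SE 0.13) for orf_1392, 6.39 (SE 0.17) for orf_1390, 3.26 (SE 0.13) for orf_4167 and 2.98 (SE 0.10) for orf_2241. On mannose, orf_1392 was higher than on glucose by 2.31 and orf_4167 by 1.13, and on fructose they were higher by 1.38 and 1.40, while orf_2241 and orf_1390 were not called on either, though orf_1390 was called on mannose at 1.07 with normalization to the 75th percentile. The rise of orf_4167 on mannose was lost with slide as a fixed block (1.01) and without glucose replicate 3 or mannose replicate 2 or 3 (0.95 to 1.02). Within slides 1 and 2, where one side has 1 array, it was at 0.44 and 1.63 on mannose and 1.21 and 1.66 on fructose, and orf_1392 was at 1.54 and 1.08 on fructose. The paper's test with adjustment called orf_4167 on neither sugar. With slide as a fixed block, orf_1392 was at 8.99 on galactose, 8.03 on arabinose, 5.59 on xylose, 6.33 on galactomannan, 8.58 on xylan and 2.23 on mannose. When adjusted over the list alone, the 5 extracellular enzymes gave the same counts as over all ORFs, with 2 higher on fructose, 2 on mannose, 4 on xylose and 5 on each other substrate, on a list chosen from these samples.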

### Glucose represses transcription of putative polysaccharides utilization genes

The relative transcription levels of nine genes on different substrates were determined using real-time PCR (Figure 7). Orf_3846 and 3857 were selected from the putative galactomannan utilization gene cluster. Their transcription was dramatically induced by galactomannan but repressed when the culture was grown on a mixture of glucose and galactomannan. Orf_3873, 3878, and 3881 were selected from the putative xylan utilization gene cluster. Their transcription was dramatically induced by xylan but repressed when the culture was grown on a mixture of glucose and xylan. Similarly, orf_3698, 3710, 3721, and 3695, selected from the putative pectin utilization gene cluster, also showed low transcription level when the mixture of glucose and pectin was taken as the substrate. This result demonstrates that glucose significantly inhibits the transcription of putative gene clusters involved in polysaccharide utilization. Additionally, the transcription levels of the selected genes identified using real-time PCR and microarray experiments had a correlation coefficient of 0.83, indicating a strong positive association between the two sets of data.

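On the arrays, all 9 genes chosen for PCR were higher on the polysaccharide of their cluster than on glucose. In fold, with n = 3 arrays per substrate, orf_3846 was 1798-fold and orf_3857 1783-fold higher on galactomannan, and on mannose they were at 1.53-fold and 1.64-fold, which did not pass the test of limma. On xylan, orf_3878 was 9591-fold and orf_3873 86.9-fold higher, and on xylose they were 143-fold and 13.0-fold higher, while orf_3881 was 4.84-fold higher on xylose and still more so on xylan. On pectin, the solute-binding protein genes orf_3710 and orf_3698 were 149-fold and 98.6-fold higher, orf_3721 was 133-fold higher and orf_3695 35.9-fold higher. The values of orf_3857 on galactomannan and of orf_3878 on xylan lie at the ceiling of the scale. The cultures on mixtures with glucose and on galacturonic acid were not measured on the arrays analysed here.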

**Figure 7:**
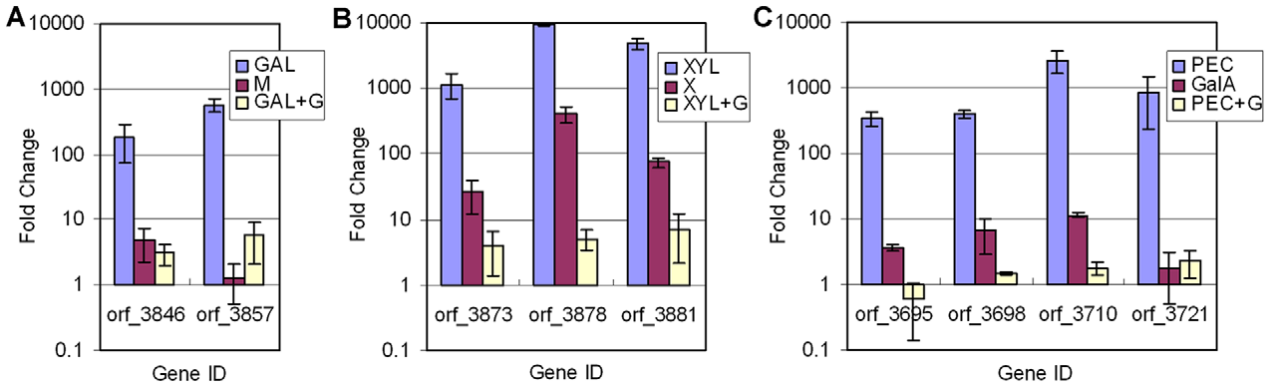
Real-time PCR results for selected genes related to polysaccharide utilization controlled by CCR. Abbreviations: G, glucose; M, mannose; X, xylose; GalA, galacturonic acid; GAL, galactomannan; XYL, xylan; PEC, pectin. Vertical bars represent the fold change of the transcription level of a specific gene in the presence of various carbohydrate sources versus that on glucose.

## Discussion

The combination of microarray data with gene neighborhood and sequence analysis has been widely used in predicting gene function and analyzing metabolic pathways involved in carbohydrate utilization [29], [30], [32]–[35]. In this study, we carried out global transcriptional analysis of *Bacillus* sp. N16-5 by growing the cells on 10 different mono- and polysaccharides to identify genes related to carbohydrate utilization and to gain insight into its carbon catabolite mechanism. A one-color microarray strategy was employed because this strategy enables easy and flexible comparison of any two sample groups from multiple parallel conditions [36].

Putative operons for fructose, mannose, arabinose, xylose, and galactose, which contain regulators, metabolism enzymes, and transporters, were identified and their metabolic pathways were reconstructed (Figure 2, Figure 3). Candidate transporters were also identified based on global transcriptional analysis. Fructose and mannose were predicted to be transported by PTS transporters, while xylose and arabinose were likely to be transported by an MFS transporter. Transcription of some monosaccharide operons can be triggered by certain polysaccharides containing such monosaccharide residues. For instance, the operon for galactose metabolism was highly transcribed when the culture was grown on galactomannan, and operons for arabinose and xylose were highly transcribed in the presence of xylan. 

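On galactomannan, which carries galactose side groups, all 4 genes of the galactose operon were higher than on glucose. The galactokinase gene orf_2047 rose most, from a log2 level of 8.46 ± 0.04 to 12.95 ± 0.05 (SD, n = 3), a change of 4.49 (SE 0.16, adjusted p = 1.4e-18 from limma) or 22.4-fold. The others rose 21.4-fold (orf_2046), 10.3-fold (orf_2045) and 8.63-fold (orf_2044). On xylan, all 5 genes of the arabinose operon were higher. The isomerase gene orf_3183 was at 13.58 ± 0.08 (SD, n = 3), a change of 7.31 (SE 0.17, adjusted p = 5.7e-22 from limma) or 158-fold, and the smallest rise was 51.5-fold, for orf_3185. The xylulokinase gene orf_3866 and the xylose isomerase gene orf_3867 were 341-fold and 775-fold higher on xylan. The median of the arabinose operon on xylan was 6.69 (log2), and all 5 genes were also higher on galactose, galactomannan, pectin and CMC, with medians of 2.98, 2.92, 3.14 and 3.20. The galactose operon had 2 genes higher on arabinose and 1 lower on CMC. Adjusted over the list alone, each count was unchanged, and the counts with slide as a fixed block were also 4 of 4, 5 of 5 and 2 of 2.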

We inferred that specific monosaccharide can be released by polysaccharide degradation, and further induce the transcription of certain operons.

Monosaccharide operons have been widely studied in bacteria, while relatively limited information is available for operons related to polysaccharide utilization. In this study, three gene clusters were found to respond to galactomannan, xylan, and pectin according to polysaccharide transcriptomic analysis, and all of them contain multiple enzymes annotated as polysaccharide degradation-related. Polysaccharides in nature show high flexibility in composition and structures, and their degradation requires the collaboration of multiple enzymes. For example, complete degradation of galactomannan requires of the activity of mannanases, mannosidase, galactosidase, acetyl esterases, and other glycosidase [37]. 

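The genes of the cluster orf_3843 to orf_3857 were higher on galactomannan than on any other substrate, with few exceptions. Compared directly, all 12 were higher on galactomannan than on fructose, arabinose, xylose and xylan, by medians of 9.18, 7.89, 8.23 and 7.11 (log2), and than on mannose by a median of 9.03. Against pectin and CMC, 11 of 12 were higher, by medians of 7.65 and 7.76, and the hypothetical protein gene orf_3848 at 0.95 and 0.78 was not called. Against glucose, some of the 12 genes were higher on other substrates too, with 6 on arabinose, 3 on xylose, 7 on xylan, 6 on pectin and 8 on CMC, and medians of 0.94, 0.81, 1.44, 1.11 and 1.18. The largest change of any member on CMC was 5.25. When slide was a fixed block, 12 of 12 were higher on galactomannan than on fructose, mannose, arabinose, xylose and xylan. Pectin and CMC lay on slide 4 alone, so that slide and substrate cannot be told apart there.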

The transcription of cluster orf_3843–3857 was strongly triggered by galactomannan, and all enzymes encoded by the cluster are annotated as galactomannan degradation-related, strongly suggesting its functional assignment as a galactomannan utilization gene cluster. Similarly, the transcription of cluster orf_3866–3881 was specifically up-regulated in the presence of xylan, and all enzymes encoded by it are annotated as xylan degradation- and xylose metabolism-related, so it is likely to be a xylan utilization gene cluster. 

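All 16 genes of the cluster orf_3866 to orf_3881 were higher on xylan than on each of fructose, mannose, galactose, arabinose, galactomannan, pectin and CMC. The medians of the differences were 8.08, 8.06, 4.69, 6.45, 6.06, 3.96 and 5.17 on the log2 scale. Against glucose, 14 of the genes were higher on galactose and 14 on pectin, by medians of 2.72 and 3.80, and 13 were higher on arabinose, galactomannan and CMC, by medians of 1.63, 1.79 and 2.87, while the repressor gene orf_3868 was lower on arabinose (-1.12) and galactomannan (-1.59). On fructose 1 was higher, and on mannose 0 were called by limma. These rises stayed below those on xylan, where the solute-binding protein gene orf_3878 and the transporter gene orf_3879 had the largest increases of all ORFs tested. Pectin and CMC shared no slide with xylan, so that slide and substrate cannot be told apart for them.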

The transcription of cluster orf_3695–3721 was triggered by pectin, and all enzymes encoded by it are annotated as pectin degradation- and galacturonic acid metabolism-related, so this cluster is likely to be involved in pectin utilization.

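On galactomannan, all 25 genes of the cluster orf_3695 to orf_3721 were higher than on glucose, by a median of 6.09 (log2). The medians of the 3 galactomannan arrays were 5.96, 6.15 and 6.20. On this substrate the transporter gene orf_3708 rose by 7.85, the KDPG aldolase gene orf_3720 by 7.73, the pectin degradation protein gene orf_3706 by 7.61 and the regulator gene orf_3701 by 1.35, and the KDG kinase gene orf_3719, not detected on glucose, was at least 251-fold higher. Compared directly, 23 of the 25 were higher on pectin than on galactomannan, by a median of 1.93 or 3.81-fold, and orf_3711 at 0.53 and orf_3713 at 0.10 did not pass the test. The cluster was higher on pectin than on fructose, mannose and xylan in 25 of 25 genes, by medians of 7.41, 7.73 and 7.24, and than on galactose, arabinose, xylose and CMC in 24 of 25, by 5.98, 6.71, 7.04 and 5.71. Against glucose, 17 genes were higher on galactose, 9 on arabinose, 10 on xylose, 8 on xylan and 16 on CMC, by medians of 1.42, 0.71, 0.79, 0.61 and 1.40. Under a fixed block for slide, 25 of 25 were higher on galactomannan than on glucose. For galactomannan this block rests on galactose replicate 3 and xylan replicate 3. For pectin, slide and substrate cannot be told apart except against CMC. From the response of each cluster to its polysaccharide and the annotation of its enzymes, the paper proposes that the clusters serve the utilization of galactomannan, xylan and pectin.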

According to function annotation and signal peptide prediction of enzymes in putative polysaccharide gene clusters, the metabolic pathways of galactomannan, xylan, and pectin were reconstructed and the hypothetical carbohydrate utilization profiles of the strain was proposed (Figure 8). In *Bacillus* sp. N16-5, most polysaccharides degradation enzymes are intracellular, suggesting that this organism takes up partially polysaccharide degradation products and then processes them into fermentable sugars in the cell. The five transporters identified in the putative polysaccharide gene clusters likely transport oligomers produced by corresponding polysaccharides degradation since all of them are CUT1 family ABC transporters which are responsible for di- or oligosaccharides uptake. The oligosaccharide transport strategy makes the organism degrade oligomers in the cytoplasm instead of in the environment outside the cell, which may greatly reduce quantity demands on enzymes and speed up the degradation process. Meanwhile, this strategy would also help the organism obtain more carbohydrate resource when in competition with other strains without oligosaccharide transporters. Additionally, no ABC transporter identified in this study contains an ATPase-encoding gene. Because ATPase subunits of the CUT1 family have been confirmed to be functionally exchangeable in heterologous transport systems [38], [39], we presumed that several oligo-transporters may share one ATPase subunit in *Bacillus* sp. N16-5.

**Figure 8:**
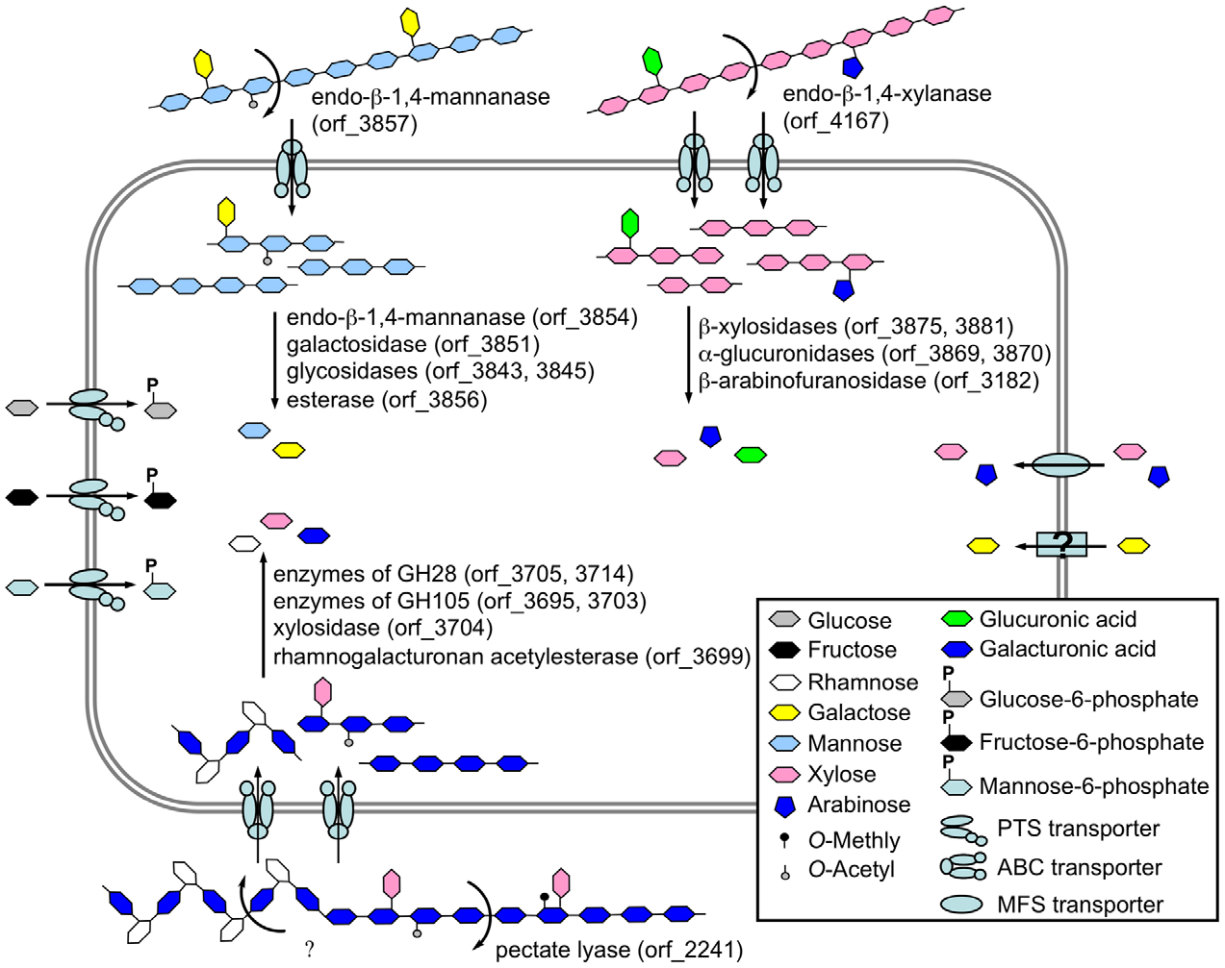
Profile of carbohydrate degradation and transport of *Bacillus* sp. N16-5.

The carbohydrate utilization systems of *Bacillus* sp. N16-5 are not only invoked by specific substrates but also under global control. Sequential utilization by *Bacillus* sp. N16-5 was observed in the monosaccharide mixture. Glucose, the preferential sugar, repressed utilization of all other monosaccharides tested. Real-time PCR results also indicated that the presence of glucose repressed transcription of genes within putative polysaccharide utilization gene clusters. Furthermore, key CCR genes were identified in the genome of *Bacillus* sp. N16-5, and their products, CcpA (orf_2342), Hpr (orf_2467), and Hpr kinase (orf_3818), share 71%, 63%, and 69% sequence identity with *Bacillus subtilis*, respectively. These results imply that *Bacillus* sp. N16-5 is likely to regulate its carbohydrate utilization by CCR, which is widespread in gram-positive bacteria with low GC content.

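The transcription level of the CcpA gene orf_2342, the regulator of carbon catabolite repression, was highest on glucose, at 9.34, and lowest on galactose, at 7.06 (log2), where it fell by 2.28 (SE 0.18, adjusted p = 2.5e-11 from limma, n = 3). The gene also fell on arabinose (-1.23), galactomannan (-1.11) and xylan (-1.27), and with slide as a fixed block it was at -0.90 and -0.77 on the first pair, under 2-fold, and at -1.15 on xylan. The Hpr gene orf_2467 was highest on glucose, at 13.54, and fell on pectin (-1.86), xylose (-1.48), xylan (-1.46) and CMC (-1.36, SE 0.19 each). The Hpr kinase gene orf_3818 fell on pectin (-1.87), CMC (-1.51) and xylan (-1.05, SE 0.12 each), where it fell just short of 2-fold with slide as a fixed block and was at -0.95 without xylan replicate 1. Within slide 2, with 1 array each of xylan and glucose, orf_2467 was at -0.96 and orf_3818 at -0.87 on xylan, and with normexp background correction orf_2342 on galactomannan and orf_3818 on xylan were not called. On fructose and mannose none of the 3 genes was called by limma, and none rose on any substrate. Over all 10 substrates the moderated F-test of limma gave adjusted p of 2.2e-10 for orf_2342, 5.9e-10 for orf_2467 and 9.3e-14 for orf_3818, but 99.4% of the 4146 ORFs tested passed it. For pectin and CMC slide and substrate cannot be told apart. From the repression seen in the sugar mixtures and the presence of these genes, the paper proposes that carbohydrate utilization in this strain is regulated by carbon catabolite repression.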

In summary, carbohydrate utilization patterns of alkaliphilic hemicellulolytic bacterium *Bacillus* sp. N16-5 were studied using transcriptomic analysis. Putative gene clusters for monosaccharide and polysaccharide utilization were identified, contributing to carbohydrate utilization pathway reconstruction. A variety of candidate carbohydrate uptake systems for monosaccharides and oligosaccharides were identified, including PTS, MFS, and ABC transporters. CUT1 family ABC transporters likely play an important role in polysaccharide utilization. Differential gene expression and growth experiments implied the presence of a global CCR regulatory network. Collectively, the results revealed that *Bacillus* sp. N16-5 builds efficient systems to utilize complex carbohydrates and precisely regulates its gene transcription to adapt to carbohydrate source fluctuations in the environment.

## Methods

### Bacterial Strains and media

*Bacillus* sp. N16-5 (CGMCC No. 0369) was isolated previously from sediment of the Wudunur Soda Lake in Inner Mongolia, China. Cells were cultivated in modified alkaline Horikoshi-II medium, which contains 5 g peptone, 1 g K_2_HPO_4_·3H_2_O, 0.2 g Mg_2_SO_4_·7H_2_O, 0.1 g yeast extract, and 5 g carbohydrate substrate per liter. Na_2_CO_3_ solution (10%) was added to the medium after sterilization to maintain the pH of the media at approximately 10. The 10 carbohydrate substrates used included D-glucose, D-fructose, D-mannose, L-arabinose, D-xylose, D-galactose, CMC, xylan (from oat spelt), galactomannan (from locust bean), and pectin (from citrus peel). All carbohydrates were purchased from Sigma (St. Louis, MO). Cultures were grown under aerobic conditions at 37°C while shaking. In the test of mixed sugar utilization, the medium contained 1 g of each monosaccharide per liter.

### Analysis of residual sugar

The cultures were centrifuged at 10,000× *g* for 5 min, and then the supernatants were filtered using 0.22-µm size filters and subjected to analysis. Monosaccharide concentrations were determined using a Dionex HPAEC-PAD (high-performance anion-exchange chromatography with pulsed amperometric detection; Sunnyvale, CA) system equipped with a Carbo-Pac PA1 column (Dionex). The operating temperature was 30°C and the mobile phase was 25 mM NaOH.

### Isolation of RNA

*Bacillus* sp. N16-5 cultures in the middle-log phase on various substrates were collected for extraction of total RNA. Three biological replicates were collected for each condition. Cells were rapidly harvested by centrifugation at 10,000× *g* for 1 min and frozen in liquid nitrogen. Next, sediments were grinded in liquid nitrogen to prevent RNA degradation. Total RNA was isolated using TRIzol (Invitrogen, Carlsbad, CA) from homogenized cells according to the manufacturer's instructions.

### Microarray design and experiment

The microarray was designed using Agilent's online design tool, eArray (https://earray.chem.agilent.com/earray/). Each customized microarray (8×15 k) contained spots in triplicate with 4210 specific 60-mer oligonucleotides representing the 4,210 ORFs of *Bacillus* sp. N16-5. Extracted RNAs were further purified using the RNeasy® Mini Kit (QIAGEN, Hilden, Germany). The quality and quantity of samples were determined and checked by Nanodrop ND-1000 and Agilent 2100 bioanalyzer (Agilent, Santa Clara, CA). The Agilent Quick Amp Kit (Agilent) and amino allyl-dUTP (Ambion, Austin, TX) was used to synthesize cDNA from total RNA samples and subsequently produce the amino allyl modified cRNA. Amino allyl modified cRNAs were purified using the RNeasy® Mini Kit and labeled with Cy3 (Cy3 NHS ester, GE Healthcare, Piscataway, NJ). Labeled cRNAs were then purified using the RNeasy® Mini Kit and fragmented in fragmentation buffer (Agilent). The prepared sample was mixed with the 2× Gene Expression Hybridization Kit (Agilent). Hybridization was performed in an Agilent hybridization chamber (G2534A) for 16 h at 65°C with rotation speed of 10 rpm. After hybridization, the slides were washed in Gene Expression Wash Buffer Kit (Agilent). Finally, arrays were scanned using the Agilent Microarray Scanner System (G2565BA) at a resolution of 5 µm. The array was scanned with 100% and 10% PTM and the two sets of data were combined automatically.

### Microarray data collection and analysis

Feature extraction and image analysis software (Feature Extraction Software, Agilent) was used to locate and delineate and integrate the intensity of each spot in the array. Background correction, data normalization, and quality evaluation was performed using the same software. Spots within microarrays were flagged as P (present), A (absent), or M (marginal) according to the signal quality. The quantile method was used for data normalization [40]. The quality of each array was valued as the %CV of the replicated probes designed for quality control. A low %CV indicated high intra-array reproducibility, and microarrays with %CV less than 15% were eligible for analysis.

Statistical analysis of the microarray data was carried out using the SBC Analysis System (SAS) provided by the Shanghai Biochip Co., Ltd (http://www.ebioservice.com). The core arithmetic of the SAS system is R, which is an open source programming language and software environment for statistical computing and graphics. The normalized data was log_2_-transformed and then averaged to obtain the mean value for each gene under each treatment. To compare different treatments, statistical significance was examined using the *t*-test. Fold change was used to value differential gene expression between two treatments; the formula used to calculate this value was *fold change = 2^|mean1-mean2|^*. Flags of all three replicates of the genes selected to calculate fold change should not be ‘A’ for at least one treatment. Genes that were differently transcribed by at least two-fold and has a *P*-value <0.05 were considered to be up- or down-regulated.

### Bioinformatic analysis of enzymes and sugar transporters

Functional prediction of the transporters and enzymes was carried out by sequence homology searches using blastp in the non-redundant protein sequences (nr) database (http://blast.ncbi.nlm.nih.gov/Blast.cgi). Protein sequences of transporters were also subjected to similarity searches using TransportDB (http://www.membranetransport.org/). Family annotation of the enzymes was performed using sequence alignment with the Pfam database (http://pfam.sanger.ac.uk/) and with the Carbohydrate-Active enZYmes Database using the CAZYmes Analysis Toolkit (http://cricket.ornl.gov/cgi-bin/cat.cgi). SignalP 3.0 (http://www.cbs.dtu.dk/services/SignalP/) was used to analyze the enzyme signal peptides.

### Real-time PCR

Relative quantification of the specific transcript was accomplished by the comparative threshold cycle method using a Mastercycler® ep *realplex* thermal cycler (Eppendorf, Hamburg, Germany) detection system with fluorescein-spiked SYBR green as the fluorophore. The transcription levels of orf_3846 and 3857 were quantified when the culture was grown on media containing 0.5% glucose, 0.5% galactomannan, 0.5% mannose, and a mixture of 0.5% glucose and 0.5% galactomannan. The transcription levels of orf_3873, 3878, and 3881 were quantified when the culture was grown on media containing 0.5% glucose, 0.5% xylan, 0.5% xylose, and a mixture of 0.5% glucose and 0.5% xylan. The transcription levels of orf_3698, 3710, 3721, and 3695 were quantified when the culture was grown on media containing 0.5% glucose, 0.5% pectin, 0.5% galacturonic acid, and a mixture of 0.5% glucose and 0.5% pectin. RNA isolated from cells grown on different substrates was reverse transcribed using PrimeScript® RT reagent Kit (TaKaRa, Shiga, Japan), and the real-time PCR reaction system was prepared using SYBR® Premix Ex Taq^TM^ (TaKaRa). 16S rDNA was chosen as the internal control gene.

### Microarray accession number and gene sequences

Microarray data details are deposited in the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE38276. The fold changes in the transcription levels of genes for strains grown on various substrates versus glucose are shown in Dataset S1. All gene and protein sequences involved in the study are shown in Dataset S2.

## Supporting Information

Figure S1 **Differential transcription of other related genes.** Abbreviations: G, glucose; F, fructose; M, mannose; Gal, galactose; A, arabinose; X, xylose; XYL, xylan; GAL, galactomannan; PEC, pectin. A reference indicating the range of values is located at the bottom of the figure. The value is the log_2_-transformed ratio of the transcription level of a specific gene to the mean of all genes in the genome.
(TIF)

Dataset S1 **Results of microarray data analysis.** %CV: the percent coefficient of variation of each microarray; different substrates vs glucose (>2-fold): the fold changes in the transcription levels of genes for the strain grown on specific substrates versus glucose (Genes that were differently transcribed by at least two-fold and have *P*-value <0.05 were considered); different substrates vs glucose (full): the log2 transformed normalization signals and the flags of signal of each biological replicate under each condition, the fold changes in the transcription levels of genes for the strain grown on the specific substrate versus glucose and the *t*-test results.
(RAR)

Dataset S2 **Gene and protein sequences involved in this study.**
(TXT)

How the deposited data were processed for this re-analysis (not part of the article)

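Transcription levels were measured with one-colour microarrays of 4210 ORFs of *Bacillus* sp. N16-5 in cultures on 10 carbohydrates, 3 cultures each. The paper states that these are biological replicates. The deposited intensity of each spot was made by the authors with Feature Extraction, which corrects for background and reports a processed signal in arbitrary units. The table of values per spot that accompanies the series holds the same processed signal and not quantile normalized values, although the methods describe quantile normalization, so normalization was repeated from the signal. The arrays of slide 4, with pectin and CMC, were processed with another version of Feature Extraction and lack the mean signal column that the other 24 have. Aligners and genome builds do not apply, and a build of the genome is not given in the sources used here.

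Control spots and spots marked as outliers were left out, values were taken as log2, the spots of each probe were averaged, and the 30 arrays were quantile normalized together. An ORF counted as detected on an array where most of its spots were well above background. Every comparison was made with limma 3.58.1 in R 4.3.3, with a mean per substrate on all 30 arrays (20 residual degrees of freedom, with 4.62 added by the prior), two-sided, with Benjamini-Hochberg adjustment over the ORFs detected on all 3 arrays of at least 1 of the substrates compared. An ORF was called at an adjusted p under 0.05 and a change of at least 2-fold, the fold the methods give. Where no array of a substrate detected an ORF, the fold is given as a lower bound computed against the lowest level at which a probe was detected on those arrays. An ORF was called highest on a substrate where all 9 contrasts with the other substrates were at least 2-fold and the largest of the 9 p-values passed the adjustment. Runs of ORFs higher than on glucose were at least 3 called ORFs at least 4-fold higher whose numbers lay within 2 of the next. Runs of ORFs highest on 1 substrate were at least 3 such ORFs by the same rule on numbers, without the 4-fold minimum. The 1000 shuffles of the ORF numbers gave the number of runs if neighbours changed independently of each other. ORF numbers followed the order of the genes in the loci of Dataset S2 except in the mannose operon. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

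The ORFs named in the text are all those named in the paper and, for each comparison with glucose, the 2 largest rises and the 2 largest falls among called ORFs with all 3 arrays beyond all 3 glucose arrays. This rule, the comparisons, the tests, the lists of genes and most alternatives were fixed before the data were examined. Lists of other gene groups by product, such as ribosomal or sporulation genes, could not be formed, because no table used here pairs the other ORFs with products. The steps were tested on simulated data made from the glucose means and the spread of all 30 arrays. For xylose, 50 ORFs were changed at each of 4 sizes, up and down in equal numbers. Of these, 1 was called at 1.5-fold, 29 at 2-fold, 48 at 4-fold and 50 at 8-fold, and 2 unchanged ORFs were called of 4201. Few ORFs changed and both directions were equal, so the effect of quantile normalization on many or unbalanced changes was not tested.

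The alternatives were normalization to the 75th percentile, normexp background correction of the mean signal (slides 1 to 3, offset 50), the values of the series table, no filter on dim probes, the median of the spots, the paper's test with and without adjustment, no fold threshold, a fit on the 2 substrates compared only, slide as a fixed or a random block, comparisons within slides 1 and 2, replicate number as a block, and leaving out each replicate in turn. For the correlation they were called ORFs only and centred values, for the runs a 2-fold minimum and strictly consecutive numbers, and for the %CV the mean signal. Normexp on the median signal of all 30 arrays and a fit without the arrays of slide 4 were chosen after seeing the data. Replicate numbers do not pair samples of different substrates, with a mean correlation of 0.0024 between arrays of the same number after the substrate means were removed. Signal over background, not a count, sets the precision of these arrays, and 10 values of an ORF on an array were missing because all its spots were outliers. Growth curves, sugar concentrations, real-time PCR and sequence comparisons were not analysed here, apart from reading the PCR values of Figure 7.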

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

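The test on slide 3, the tests of weak signal by background correction and by the level on the 9 other substrates, and the counts over other splits of the samples were chosen only after the results they concern had been seen, and the other tests in this part were written down before.

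The pectin cluster was higher on galactomannan in 25 of 25 genes, a signal that the paper's text does not describe. RNA from pectin cultures in the galactomannan samples would bring the other genes raised on pectin along, but the 160 ORFs outside the cluster that were at least 16-fold higher on pectin lay at a median of -4.48 from pectin (quartiles -5.63 and -2.28), against -1.93 for the cluster, and only 0.39 above glucose. A property of slide 3 would raise the cluster on arabinose, on the same slide, where its median was 0.712, against 6.09 on galactomannan. Both values argue against these explanations as the whole cause, though 51 of the 160 ORFs lay above the cluster's median or less than 1 log2 unit below it. A response of the cluster to galactomannan, or to other material in this substrate, may account for it and was not tested.

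ORFs highest on only 1 substrate and outside the paper's lists were many on CMC (289) and galactose (210), the substrates with the weakest signal. Normexp on the median signal lowers the weight of dim signal and took the changed ORFs on fructose from 282 to 185. It left 86.3% of the 292 ORFs on CMC and 76.3% of the 224 on galactose highest there, so that 40 and 53 were lost. Leaving out 1 replicate left at least 95.9% and 82.6%. On substrates with brighter arrays, normexp left 89.5% (arabinose), 98.7% (galactomannan), 94.9% (xylan) and 87.7% (pectin). The lowest of these shares were thus those of galactose and CMC. However, the ORFs were chosen for a high level on the substrate, which itself favours their staying. The shares therefore do not decide whether weak signal raised dim probes, and this remains open. 2 other tests decide nothing, since the choice of the ORFs moves their values: 16.4% and 16.5% lay below the median of ORFs detected on the substrate, and by the level on the 9 other substrates 78.8% and 60.3% did, where ORFs highest on arabinose, galactomannan, xylan and pectin gave 68.4%, 89.3%, 59.0% and 91.2%. A difference between slides alone cannot give the ORFs highest on CMC, which are at least 2-fold higher than on pectin of the same slide. The paper reports the lowest cell densities on galactose and CMC, and slower growth on CMC than on the other polysaccharides. Growth was not measured on these arrays, so poor growth and a response to the substrate cannot be told apart. Responses to galactose and to CMC, or poor growth on them, may be the cause and remain hypotheses.

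Outside the paper's lists, 76 ORFs were higher on each of 7 substrates than on each of glucose, fructose and mannose, and with the lists there were 99. Of the 120 ways to choose 3 substrates, 1, the real one, gave as many, and the next (xylan, pectin and CMC) gave 41, so that it is not a count that any 3 substrates give, but these 3 are also the most alike (r of 0.896, 0.781 and 0.780 on centred values), so the choices do not decide about chance. Brighter glucose, fructose and mannose arrays would not explain it, since 106 ORFs picked on the 6 other substrates were at a median of 3.44 on xylan (quartiles 2.69 and 5.45), whose arrays had a median signal of 744 to 1250, against 816 to 992 on those 3. These values argue against a count common to any 3 substrates and against bright arrays, and relief from repression by the preferred sugars may be the cause, a hypothesis that the arrays of single substrates did not test.

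Runs of neighbouring ORFs higher than on glucose and outside the paper's lists, in genes the paper does not discuss, numbered 4 on fructose, 3 on mannose, 46 on galactose, 29 on arabinose, 22 on xylose, 29 on galactomannan, 31 on xylan, 58 on pectin and 78 on CMC. With the lists, there were 4, 3, 57, 35, 29, 39, 37, 63 and 84 in that order, and shuffled ORF numbers gave at most 1, 1, 30, 13, 7, 12, 12, 35 and 61. Shuffling separates neighbours that are transcribed together, so an excess over it shows only that neighbours changed together. ORFs highest on only 1 substrate and outside the lists also numbered 1 on glucose, 1 on fructose, 2 on mannose, 14 on arabinose, 9 on xylose, 65 on galactomannan, 26 on xylan and 34 on pectin. Over 100 regroupings of the arrays for each of the 10 substrates, 1, the real one, gave as many ORFs highest on the substrate, with 1 on glucose (0 without glucose replicate 2), 3 on fructose, 4 on mannose, 224 on galactose, 19 on arabinose, 9 on xylose, 75 on galactomannan, 39 on xylan, 57 on pectin and 292 on CMC. The others gave 0 at most, but they mix substrates that differ strongly, so these regroupings do not decide about chance. For the comparisons with glucose, 3 arrays against 3 make only 10 splits, which are too few for a share under 0.05. The real counts of changed ORFs were 282, 121, 2187, 1588, 1252, 1098, 1241, 2029 and 2474 from fructose to CMC, and the highest other splits gave 0, 7, 18, 6, 0, 0, 0, 0 and 4.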

How the results depend on the processing

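The fits with normexp on the median signal and without the arrays of slide 4 were chosen only after the data were seen, and the other alternatives before. Of 896 values of counts and other summary results under an alternative that kept all replicates, 840 kept their direction and stayed within 1.5 times or the replicate spread, 55 moved and 1 changed sign, and of 489 with 1 replicate left out 484 stayed and 5 moved. For the named ORFs, 3289 of 3330 values kept their direction and their side of the threshold, 26 lost and 15 gained the call, and none reversed, and with 1 replicate left out 1374 of 1386 stayed, 9 lost and 3 gained it. The causes of the moves were not tested, except where fewer arrays (comparisons within a slide) or a dropped threshold are the alternative itself. Signal over background limits what can be called, and the share of ORFs detected was lowest on an arabinose array, at 88.7%. A comparison within a slide could not be made for arabinose, galactomannan, pectin and CMC, nor the fixed block for pectin and CMC. Within slides 1 and 2, at least 1 side of all comparisons with glucose but xylose on slide 1 has 1 array, assumed to vary like the others of its slide, so fewer calls there do not show that a result depends on the slide.

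Normexp on the mean signal gave 184 changed ORFs on fructose and 75 on mannose, and normexp on the median signal 185 and 79. The test of the methods gave 278 on fructose when unadjusted, as in the paper, and 128 with adjustment added here. Without a fold threshold, 527 changed on fructose, 276 on mannose, 2740 on arabinose, 2449 on xylose, 2208 on galactomannan and 2340 on xylan. Within slide 1, 106 changed on fructose and 24 on mannose, and within slide 2, 62 on mannose. With replicate number as a block, the counts from fructose to CMC were 276, 121, 2185, 1587, 1253, 1097, 1238, 2028 and 2474. With slide as a random block they were 282, 122, 2188, 1587, 1252, 1097, 1240, 2030 and 2475. The correlation within slides in the random block was -0.0038, so this fit is nearly the main one and its counts had to be alike. For arabinose, galactomannan, pectin and CMC, each on 1 slide only, it cannot separate slide from substrate.

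ORFs highest on only 1 substrate numbered 0 on glucose and 5 on xylose with normalization to the 75th percentile. With the unadjusted test of the methods they numbered 3 on glucose and 6 on fructose, and with its adjusted form 0 on glucose, fructose, mannose, galactose, arabinose, xylose and xylan and 27 on pectin. Without a fold threshold they numbered 4 on glucose, 451 on galactose, 30 on arabinose and 26 on xylose. In fits of only the 2 substrates compared they numbered 0 on glucose and fructose, 1 on mannose, 149 on galactose, 7 on arabinose and 3 on xylose. Leaving out 1 replicate at a time gave 0 to 1 on glucose (0 without glucose replicate 2) and 3 to 6 on fructose (6 without glucose replicate 1).

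Of the fructose operon on fructose, 3 genes were called with the test of the methods unadjusted, as in the paper, and 1 with adjustment added here. Of the extracellular enzymes, this test called 2 on fructose and 2 on mannose unadjusted, and 1 and 1 with adjustment. The fixed block called 1 on mannose. Leaving out 1 replicate gave 1 to 2 on mannose (1 without glucose replicate 3, mannose replicate 2 or mannose replicate 3). The correlation of xylose and xylan was 0.689 over called ORFs, and it was -0.034 on values centred on the 10 substrates, where centring itself pulls pairs below 0 and this pair was number 16 of 45. The median %CV was 8.47 on the mean signal of slides 1 to 3. Runs of ORFs at least 2-fold higher numbered 21 on fructose, 10 on mannose, 132 on galactose, 91 on arabinose, 66 on xylose, 79 on xylan, 117 on pectin and 152 on CMC.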

Differences from the paper's values

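No test in this part was chosen only after the result was seen.

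None of the 12 fold changes compared with a value of the paper differed from it by more than 1.5 times and more than the larger SD. They come from the same arrays with the same kind of normalization, so this is not independent evidence. The number of ORFs, 4210, is fixed by the array design, and the correlation with PCR was judged by its SE alone. Normalization to the 75th percentile gave 4 of 12 such values that differed, and normexp on the mean signal 5 of 12. For the 14 pairs of gene and substrate in Figure 7 that have arrays, array and real-time PCR changes read by eye had a Pearson r of 0.781 and a Spearman rho of 0.700 on the log2 scale and an r of 0.828 on the fold itself, with 9 genes and an approximate SE of 0.113, where the paper's value is 0.83. The r on the fold rests on 1 pair, orf_3878 on xylan, whose array value lies at the ceiling of the scale, and over the other 13 pairs it was -0.117, with an r of 0.729 and a rho of 0.624 on the log2 scale.

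The paper states that galactose and mannose did not induce the galactomannan cluster. Here 9 of its 12 genes were higher on galactose than on glucose, by a median of 3.25. A rise from glucose was not particular to galactose. On CMC 8 genes were higher, on xylan 7, on arabinose and pectin 6 each and on xylose 3, with medians of 0.81 to 1.44. On mannose none of the 12 was called, as the paper states, and its statement of a high level on galactomannan only holds against galactose, where 11 of 12 genes were lower than on galactomannan, by a median of 5.81.

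The xylan cluster is described as specific to xylan. Here, apart from xylose, 14 of its 16 genes were higher than on glucose on galactose and on pectin and 13 on arabinose, galactomannan and CMC, and all 16 were higher on xylan than on each of these. Its repressor gene orf_3868 was at 0.91 on xylan and under 2-fold, and it was called within slide 2 (1.14, 1 array against 1), without glucose replicate 1 (1.01), without xylan replicate 1 (1.03) and without a fold threshold.

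The paper reports no gene cluster that responds to CMC specifically. Here 292 ORFs were highest on CMC, and 93 of them lay in 21 runs of neighbours, against at most 12 runs with shuffled numbers. The medians of the runs over the next substrate went from 2.20-fold to 37.1-fold. This is another measure than the paper's, which identified clusters from transcription together with annotation, so it does not contradict the paper. The excess over shuffling shows only that neighbours changed together. The signal on CMC was weak, and slide and substrate cannot be told apart except against pectin. Apart from the cellulases, few of these ORFs are paired with a function in the sources used, so a transporter among them was not looked for.

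The other 4 extracellular enzymes are described as highly and consistently transcribed except on glucose, mannose and fructose, a statement of level. The levels go with a separation of the other 7 substrates from those 3. In all 4, the lowest level on the other 7 substrates lay above the highest on those 3. The gap was 0.83 (orf_2241, under 2-fold) to 3.44 (orf_1390) on the log2 scale. Among the 7 substrates the levels were not alike, as orf_1392 rose from glucose by 5.59 on xylose and 11.23 on CMC. Changes from glucose are another measure. By it, the pectate lyase gene orf_2241 and the cellulase gene orf_1390 were not called on mannose and fructose. The cellulase gene orf_1392 was higher than on glucose on mannose (2.31) and fructose (1.38), and the xylanase gene orf_4167 by 1.13 and 1.40, all below the 3.53 to 11.23 of these genes on the other substrates. The call of orf_4167 on mannose was lost with slide as a fixed block (1.01), without glucose replicate 3 and without mannose replicate 2 or 3. The paper's t-test called orf_4167 on both sugars when unadjusted, as in its methods, and on neither with adjustment added here.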

Other observations

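No test in this part was chosen only after the result was seen, but the ORFs in it that the naming rule does not cover were chosen after their values were seen.

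The ORFs orf_1145 to orf_1148 had high transcription levels on glucose, at 14.37, 14.88, 16.50 and 16.21 (log2), and on fructose, mannose and xylose they stayed at 14.13 or above. On galactose, arabinose, galactomannan, xylan, pectin and CMC they lay between 4.81 and 8.12, while orf_1149 next to them was at 5.27 on glucose and between 3.89 and 6.03 elsewhere. The ORFs orf_2218 and orf_3441, lower than on glucose on fructose, arabinose, xylose and xylan, at 7.31 to 9.04, were at 17.07 and 16.99 on CMC, above their levels of 13.67 and 13.09 on glucose. On mannose, orf_1404 and orf_1405, neighbours by number, were at 9.35 and 10.40, above every other substrate.

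On galactomannan, 75 ORFs were higher than on each other substrate, and 62 of them formed 9 runs of neighbours, against at most 2 with shuffled numbers. The run orf_2225 to orf_2237, with 13 ORFs, was 166-fold over the next substrate by its median, orf_2062 to orf_2066 was 31.1-fold, orf_3358 to orf_3363 20.8-fold, and orf_2859 to orf_2869, with 11 ORFs, 12.5-fold. On pectin, orf_3732 to orf_3736 was 12.4-fold over the next substrate. The paper does not report these runs, and the sources used here give no products for them.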
